# Temporal Expression of Chemokines Dictates the Hepatic Inflammatory Infiltrate in a Murine Model of Schistosomiasis

**DOI:** 10.1371/journal.pntd.0000598

**Published:** 2010-02-09

**Authors:** Melissa L. Burke, Donald P. McManus, Grant A. Ramm, Mary Duke, Yuesheng Li, Malcolm K. Jones, Geoffrey N. Gobert

## Abstract

Schistosomiasis continues to be an important cause of parasitic morbidity and mortality world-wide. Determining the molecular mechanisms regulating the development of granulomas and fibrosis will be essential for understanding how schistosome antigens interact with the host environment. We report here the first whole genome microarray analysis of the murine liver during the progression of *Schistosoma japonicum* egg-induced granuloma formation and hepatic fibrosis. Our results reveal a distinct temporal relationship between the expression of chemokine subsets and the recruitment of cells to the infected liver. Genes up-regulated earlier in the response included T- and B-cell chemoattractants, reflecting the early recruitment of these cells illustrated by flow cytometry. The later phases of the response corresponded with peak recruitment of eosinophils, neutrophils, macrophages and myofibroblasts/hepatic stellate cells (HSCs) and the expression of chemokines with activity for these cells including *CCL11* (eotaxin 1), members of the Monocyte-chemoattractant protein family (*CCL7*, *CCL8*, *CCL12*) and the Hepatic Stellate Cell/Fibrocyte chemoattractant *CXCL1*. Peak expression of macrophage chemoattractants (*CCL6*, *CXCL14*) and markers of alternatively activated macrophages (e.g. *Retnla*) during this later phase provides further evidence of a role for these cells in schistosome-induced pathology. Additionally, we demonstrate that CCL7 immunolocalises to the fibrotic zone of granulomas. Furthermore, striking up-regulation of neutrophil markers and the localisation of neutrophils and the neutrophil chemokine S100A8 to fibrotic areas suggest the involvement of neutrophils in *S. japonicum*-induced hepatic fibrosis. These results further our understanding of the immunopathogenic and, especially, chemokine signalling pathways that regulate the development of *S. japonicum*-induced granulomas and fibrosis and may provide correlative insight into the pathogenesis of other chronic inflammatory diseases of the liver where fibrosis is a common feature.

## Author Summary

Schistosomiasis, a disease caused by parasitic worms, is a significant cause of illness and death in the developing world. Furthermore, recent reports suggest that the global burden of disease due to schistosomiasis has been significantly underestimated. Schistosomiasis of the liver arises due to inflammation and the deposition of scar tissue around parasite eggs trapped in this organ. In the current study we analysed the gene-expression profile of the mouse liver at several time points following infection with a virulent strain of *Schistosoma japonicum* to better understand the mechanisms that regulate this process. Progression of disease was associated with increased expression of different groups of genes with distinct biological functions. Specifically, we identified several genes encoding chemical signalling molecules that contribute to different phases of the response by recruiting key cell types to the site of inflammation. This study represents the most comprehensive report to date of the gene expression profile in the liver during schistosomiasis. These results provide further insight into the mechanisms that regulate the development of schistosome-induced inflammation and scarring and will aid in the development of novel treatments to alleviate the burden of disease caused by this parasite.

## Introduction

Schistosomiasis, a parasitic disease caused by trematodes of the genus *Schistosoma*, is a significant cause of human morbidity and mortality. Furthermore, recent reports suggest that the global burden of disease due to schistosomiasis has been significantly underestimated [1]. Chronic infection with *S. mansoni* or *S. japonicum* leads to hepatosplenic schistosomiasis, periportal fibrosis, portal hypertension, hepatosplenomegaly, ascites and gastrointestinal bleeding that may lead to death [2]. Murine models of *S. mansoni* infection indicate that most pathology is attributable to a CD4+ Th2 driven granulomatous response against schistosome eggs and the antigens they secrete (reviewed in [2]). Early studies suggested that the basic immunopathogenic mechanisms associated with granuloma development and fibrosis were similar in both *S. mansoni* and *S. japonicum* infections (e.g. [3]), although the severity and features of infection with these two parasites are known to differ in a number of ways. *S. japonicum* eggs cluster in the host liver where they induce a more severe granulomatous response that is more neutrophilic than those induced by *S. mansoni* [4]. Furthermore, the immune response of infected mice to purified secreted egg antigen (SEA) is of a delayed type hypersensitivity reaction with *S. mansoni* infection but is of an immediate type hypersensitivity reaction with *S. japonicum* [5], suggesting there may be key differences in the pathways leading to granuloma formation and hepatic fibrosis caused by the two species.

We used microarray analysis of the mouse liver during infection with a highly pathogenic Chinese mainland field strain of *S. japonicum* to better define the molecular mechanisms involved in schistosome-induced immunopathology. Progression of disease from the onset of egg laying through to the development of mature granulomas and hepatic fibrosis was associated with temporal expression of genes with distinct biological functions. The contribution of different chemokine subsets to the pathogenesis of schistosomiasis was further defined and suggests that hepatic stellate cell, macrophage and neutrophil chemotaxis are important in the pathogenesis of schistosome-induced hepatic fibrosis.

## Materials and Methods

### Ethics Statement

All work was conducted with the approval of the Queensland Institute of Medical Research Animal Ethics Committee.

### Mice and Parasites

Four to six week old female C57BL/6 mice were percutaneously infected with 20 *S. japonicum* cercariae (Chinese mainland strain, Anhui population). Mice were euthanized at 4 (n = 7), 6 (n = 7) and 7 (n = 8) weeks post infection (p.i) and their livers perfused to obtain adult worms. Three additional mice were used as uninfected controls. An identical time-course experiment was performed for flow cytometry (n = 5 per group). The number of adult worm pairs per mouse was recorded as a measure of parasite burden. Eggs per gram of liver were calculated as a measure of hepatic egg burden as described [6]. Briefly, eggs were extracted from a portion of liver of known mass by overnight digestion in potassium hydroxide. Eggs were then resuspended in 1mL of formalin and the number of eggs in three 5µL aliquots were counted and averaged to calculate eggs per gram of liver.

### Histological Assessment

Formalin fixed, paraffin embedded liver sections were stained with Haematoxylin and Eosin (H&E), picosirius red for collagen as a measure of fibrosis, α-smooth muscle actin (SMA) immunoperoxidase staining for myofibroblasts/Hepatic Stellate Cells (HSCs) [7], Giemsa for eosinophils and Leder stain for neutrophils [8]. Slides were digitised using the Aperio Slide Scanner (Aperio Technologies, Vista, USA). Granuloma volume density, percent collagen staining (degree of fibrosis) and percent positive α-SMA staining were quantified by point counting stereology on H&E, picosirius red, and α-SMA stained slides respectively, where myofibroblasts/HSCs were defined as α-SMA positive, spindle shaped cells associated with focal areas of inflammation [7]. Semi-quantitation of eosinophils and neutrophils was performed by determining the mean number of positive-stained cells over 20 fields at high magnification (cells/hpf) (×400).

### Immunohistochemistry for Selected Chemokines

Immunohistochemistry for S100A8 and CCL7 was performed on paraffin embedded sections using commercially available primary antibodies (Santa Cruz Biotechnology Inc, Santa Cruz, USA) and detection kits (Biocare Medical, Concord, USA). Positive staining was quantified using Aperio's Spectrum Plus software positive pixel count algorithm (Version 8.2.395.1255; Aperio Technologies, Vista, USA).

### RNA Extraction and Pooling for Microarray Analysis and Real-time PCR

Each mouse group was normalised for egg burden by log transformation with outliers excluded on the basis of 95% confidence intervals. Total RNA was extracted from liver tissues using Trizol (Invitrogen, Carlsbad, USA) and an RNeasy Mini Kit (Qiagen Inc, Valencia, USA) [9]. Total RNA quantity was measured using a Nanodrop-1000 (Nanodrop Technologies, Wilmington, USA) and quality was assessed using an Agilent Bioanalyzer (Agilent Technologies, Foster City, USA). Equal amounts of four total RNA samples of the highest quality from each group were pooled for cRNA and cDNA synthesis.

### Microarray Analysis

#### cRNA synthesis and whole genome microarray analysis

cRNA was synthesised using the Illumina Total Prep RNA Amplification kit (Ambion Inc., Austin, USA). Microarray analysis was performed using Illumina Mouse 6 version 1.1 Whole Genome Expression Chips (Illumina, San Diego, USA). Two technical replicates were performed for each cRNA sample. All gene expression data are publicly available (NCBI's Gene Expression Omnibus; Series Accession Number: GSE14367).

#### Data analysis

Quality control of microarray data involved examination of intensity histograms of hybridisation efficiency and noise using BeadStudio, version 3 (Illumina, San Diego, USA). All subsequent analyses were performed using GeneSpring GX, version 7.3.1 (Agilent Technologies, Foster City, USA). Expression values were normalised to the median and 50^th^ percentile. Values less than 0.01 were set to 0.01. The data were then normalised to uninfected controls and filtered for significant signal on the basis of detection score (d>0.949, which equates to a confidence value of p≤0.05). At least 4 of 8 hybridisations had to pass these filtering criteria for a gene to be accepted. Analysis of variance (ANOVA, p≤0.05 using Benjamini and Hochberg correction for multiple testing) identified genes whose expression changed significantly over time. Hierarchical clustering using Pearson correlation measure on ANOVA filtered data identified common patterns of temporal gene expression. Correlations between the expression patterns of specific genes were assessed using Spearman's correlation. Keyword based searches for ‘chemokine’, ‘chemotaxis’ or specific gene names within the gene ontology or gene description were used to identify chemokines and other genes of interest.

#### Ingenuity pathway analysis

Ingenuity Pathway Analysis, version 6 (Ingenuity Systems, www.ingenuity.com) was used to identify biological functions and metabolic or signalling pathways within the Ingenuity Pathways Knowledge Base that were over-represented by genes in each of the identified gene clusters (Fischer's exact test, p≤0.05). A cut off of ±2-fold change in expression was applied allowing identification of changes in gene expression with likely biological significance.

### cDNA Synthesis and Real-time PCR

cDNA was synthesised using a Quantitect Reverse Transcription kit (Qiagen Inc., USA). cDNA concentration was measured using a Nanodrop-1000 (Nanodrop Technologies, Wilmington, USA.).

Real time PCR was used to validate a subset of microarray data. Genes and primers used for real time PCR were representative of transcripts that were significantly up or down-regulated during microarray analysis and were sourced from the literature [10],[11],[12],[13],[14],[15] or designed using Primer 3 software (http://biotools.umassmed.edu/bioapps/primer3_www.cgi) (Table S1). Hypoxanthine phosphoribosyltranferase (HPRT) was used as a housekeeping gene. Real time PCR was performed using SYBR Green master mix (Applied Biosystems, Warrington, UK) on a Corbett Rotor Gene 6000 (Corbett Life Sciences, Concorde, Australia). Rotor-Gene 6000 Series software (version 1.7) and Microsoft Office Excel 2003 were used to analyse the results. Correlation between real-time PCR and microarray data was performed in GraphPad Prism Version 5.00 (GraphPad Software, San Diego, USA) using Spearman's Rho measure of correlation as described [16].

### Isolation of Leukocytes from Liver Tissue

Leukocytes were isolated from liver tissue as described [17]. Briefly, liver tissue was digested in collagenase D (Roche Diagnostics, Mannheim, Germany) (1mg/ml) and DNAse I (0.5mg/mL, Roche Diagnostics, Mannheim, Germany) for 45 mins at 37°C. The tissue was then passed through a 70µm cell strainer (BD Falcon, Bedford, USA) and washed with phosphate buffered saline supplemented with 2% (v/v) Foetal Calf Serum (FCS). The cell pellet was then resuspended in 33% Percoll (w/v) and centrifuged at 1700rpm at room temperature to remove hepatocytes and other debris. The resulting leukocyte pellet was then washed in 2% FCS and red blood cells were lysed with Gey's lysis solution. The solution was then underlayed with 2% (v/v) FCS and centrifuged at 1300rpm for 5 mins. The resulting cell pellet was resuspended in FACS buffer (1% bovine serum albumin (w/v), 0.1% sodium azide (v/v) in phosphate buffered saline) and the cells were counted.

### Flow Cytometry

Leukocytes were stained for specific cell markers by first incubating with antibodies against the Fc-receptorIII (Monoclonal antibody producing hybridoma; Clone: 24.G2) to block non-specific binding and then with commercially available fluorochrome-conjugated antibodies (APC-anti-F4/80, PE-Cy5-anti-CD11b: Biolegend; APC-anti-CD4, FITC-anti-CD8b, PE-anti-CD19: BD Pharminogen; FITC-CD3, Miltenyi Biotec, Germany). Cell populations were defined as CD4+ T-cells (CD4+CD3+), CD8+ T-cells (CD8+CD3+), B-cells (CD19+) and Macrophages (F4/80+CD11b+). Data were acquired on FACS Calibur Flow Cytometer (BD Bioscience) and analysed using FlowJo Software (Treestar Inc) and GraphPad Prism, version 5.0 (GraphPad Software, San Diego, USA).

### Statistical Analysis

Changes in parasitological, histological and real time PCR data were assessed by One-Way ANOVA with post hoc Bonferroni testing (p≤0.05). These analyses were performed using the GraphPad Prism Version 5.00 (GraphPad Software, San Diego, USA).

## Results

### Parasitological and Histological Analyses

Infected mice harboured a mean of 5 worm pairs (Figure 1a). Schistosome eggs were first observed in the liver at 4 weeks p.i and hepatic egg burden increased significantly thereafter (1-Way ANOVA, p≤0.05) (Figure 1b). Granuloma volume increased significantly from 4 weeks p.i, reaching 51% total liver volume at 7 weeks p.i (1-Way ANOVA, p≤0.01) (Figure 1c). Hepatic fibrosis, as measured by collagen staining, in the livers of mice at 4 weeks p.i (3% total liver volume) was not significantly different to that of uninfected controls (1% total liver volume) (Figure 1d). Fibrosis increased from 4–6 weeks post infection but this change was not significant (6 weeks: 12% p>0.05 1 Way ANOVA). The degree of hepatic fibrosis increased further at 7 weeks p.i and was significantly greater than all other time points at 28% total liver volume (p≤0.05, 1-Way ANOVA). Eosinophil numbers increased significantly from 4 weeks p.i. (p≤0.01) (Figure 2a). Eosinophils were first observed in small inflammatory infiltrates adjacent to blood vessels and, later, within mature granulomas (Figure 2b,c). Numbers of neutrophils in the liver increased significantly from 6 weeks p.i. (Figure 2d). Neutrophils were first observed in small inflammatory infiltrates (6 weeks p.i.) and, later, in the centre of established granulomas adjacent to schistosome eggs and at the periphery of more fibrotic granulomas (7 weeks p.i.; Figure 2e,f). α-SMA staining for myofibroblasts/HSCs was localised to the fibrotic zone of granulomas and was increased significantly compared with uninfected controls at 7 weeks p.i (1-Way ANOVA, p≤0.001) corresponding with increased collagen staining and the development of fibrosis (Figure 2g–i).

**Figure 1:**
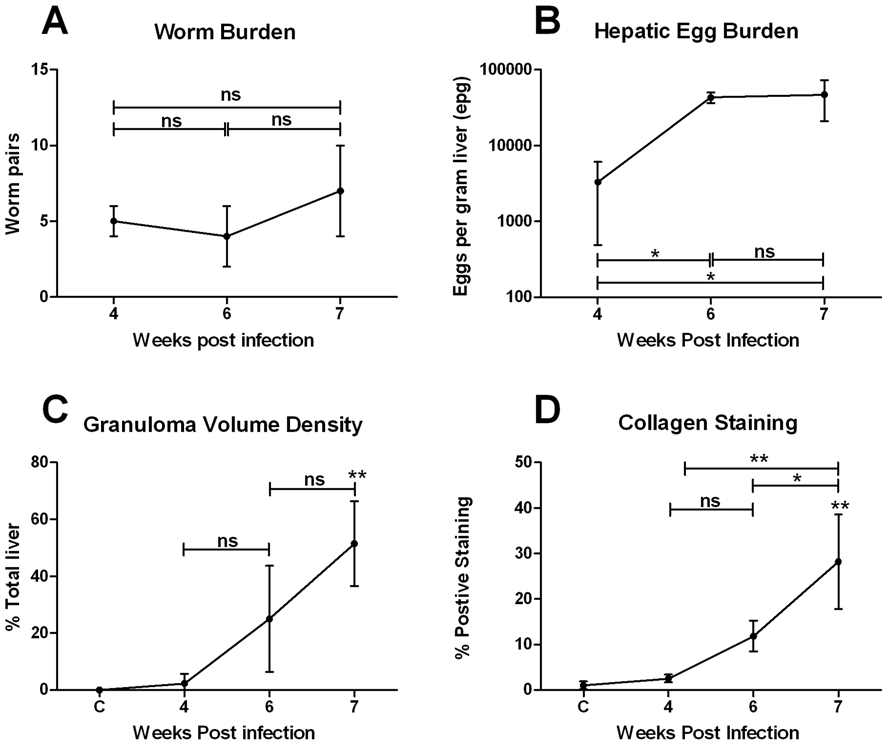
Parasite burden and granulofibrotic pathology. Infected mice harboured a mean of 5 worm pairs (A). Schistosome eggs were first observed in the liver at 4 weeks p.i and hepatic egg burden increased significantly thereafter (1-Way ANOVA, p≤0.05) (B). Granuloma volume (C) and collagen staining for hepatic fibrosis (D) increased significantly from 4 weeks p.i, reaching 51% and 28% total liver volume at 7 weeks p.i, respectively (1-Way ANOVA, p≤0.01). Values represent mean values from 4 mice pooled for microarray analysis ±1SD.* p≤0.05, ** p≤0.01, ns = not significant compared with uninfected liver unless otherwise indicated.

**Figure 2:**
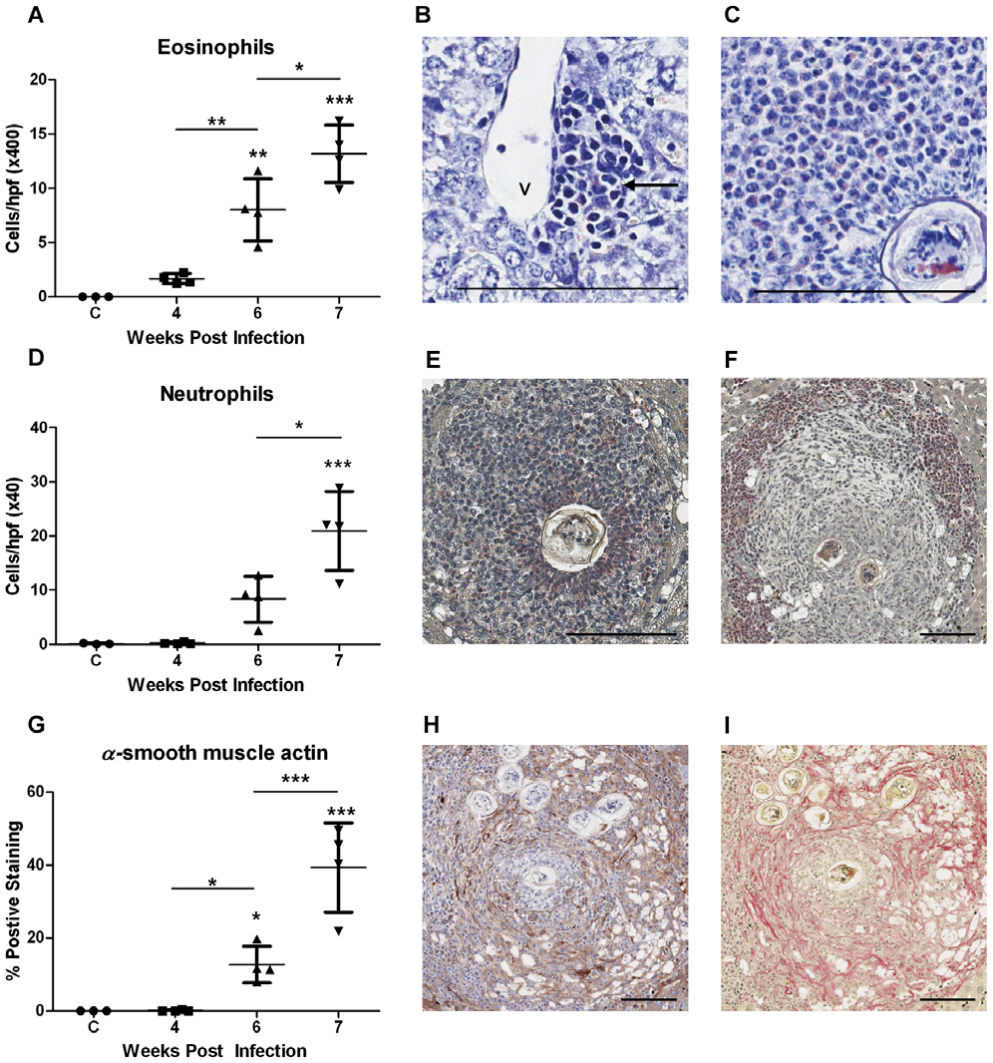
Changes in the distribution of eosinophils, neutrophils and myofibroblasts/HSCs in the murine liver during *S. japonicum* infection. The number of eosinophils in the liver increased significantly from 4 weeks p.i (A). Eosinophils (arrows) were first observed within small inflammatory infiltrates adjacent to blood vessels (V) (B: Giemsa ×400) and, later, within granulomas associated with schistosome eggs (C: Giemsa ×400). Neutrophils were first observed in the liver at 6 weeks p.i in small inflammatory foci and their numbers increased significantly thereafter (D). At 7 weeks p.i. neutrophils occurred in the centre of established granulomas adjacent to schistosome eggs (E: Leder stain ×200) and at the periphery of more fibrotic granulomas (F: Leder stain ×100). α-SMA staining for myofibroblasts/HSCs increased significantly in infected compared with uninfected liver at 7 weeks p.i (G) and was localised to the fibrotic zone of granulomas (H: α-SMA staining, ×100; I: Picosirius red staining of the same granuloma, ×100). Scale bar equals 100 µm. Values represent means of 4 samples pooled for microarray analysis ±1SD. *p≤0.05, **p≤0.01, ***p≤0.001 compared with uninfected liver unless otherwise indicated.

### Microarray Analysis

#### Filtering of microarray data

Normalised data for each of the 46,643 genes on the Illumina microarray were filtered for significant signal and normalised to uninfected controls reducing the data set to 17,807 genes, of which, 4,692 were shown to be differentially expressed.

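Liver RNA from uninfected mice and from mice at 4, 6 and 7 weeks p.i. was hybridised to single-colour Illumina mouse whole-genome bead arrays. Each of the 4 groups was 1 pool of RNA, and each pool was hybridised to 2 arrays, which makes 8 liver arrays. The methods give 4 RNA samples per pool but list 3 uninfected mice, so the number of mice behind the uninfected pool is unclear. The methods describe 2 technical replicates of each cRNA sample, so any error of cRNA synthesis is shared by both arrays of a group. The 2 arrays therefore measure the spread between hybridisations alone. Every p-value compares pools, since differences between mice are averaged within a pool. Each array carried 46632 probes, read from a median of 36 to 38 beads per probe. The authors deposited the mean bead signal of each probe with its detection score, with no normalization and no background subtraction. Ratios of dim probes are therefore compressed towards no change, and normexp background correction with quantile normalization moved 391 of 894 values of named probes by over 1.5-fold, against 35 for quantile normalization alone. The median signal was 94.3 and 187 on the uninfected arrays and ranged from 104 to 128 on the infected ones. A detection score over 0.949 was reached by 37.6% to 43.8% of the probes on each liver array. As in the methods, each signal was divided by the median of its array, floored at 0.01 and put on the log2 scale, and the 19759 probes detected on at least 4 of the 8 arrays were tested. The 4 pools were compared by limma's moderated F test, and each time was compared with uninfected liver by limma's moderated test on the same fit. A probe was called higher or lower at an adjusted p of at most 0.05 and a change of at least 2-fold. Where neither uninfected array detected a probe, its rise is given as a lower bound against the lowest signal that these arrays detected. Array medians fell on probes that were not detected, and bright probes lay lower in infected liver under this scaling. Among the 1976 brightest probes the median log2 change was -0.47 at 4 weeks and -0.59 at 7 weeks, against 0.04 and -0.05 after quantile normalization. The median log2 change of all tested probes was -0.21, -0.10 and -0.14 at 4, 6 and 7 weeks, and 0.01, -0.05 and -0.03 after quantile normalization.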

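Expression changed over the time course for 8549 of 19759 probes, and 4364 of these also differed at least 2-fold from uninfected liver at 1 time or more. The interferon-induced surface gene Ly6a was 10.7-fold higher at 4 weeks (log2 change 3.41, SE 0.18, adjusted p = 3.54e-05, 2 arrays per pool), and the T-cell checkpoint ligand Cd274 was 9.45-fold higher. Slpi, an inhibitor of neutrophil proteases, rose 34.1-fold at 6 weeks and 78.1-fold at 7 weeks (log2 change 6.29, SE 0.26, adjusted p = 4.01e-07). Among the largest rises at 7 weeks were the immunoglobulin light chain genes Igkv1-117 and Iglv1, 123-fold and 115-fold higher. The hepatocyte carbonic anhydrase Car3 was 141-fold lower (log2 change -7.14, SE 0.45, adjusted p = 5.64e-06) at 7 weeks, and Hamp2, a gene of the hepcidin family, was 38.4-fold lower. In all, 418 probes were higher and 1377 lower at 4 weeks, 1478 and 1297 at 6 weeks, and 1452 and 2535 at 7 weeks. After quantile normalization, 680 were higher and 418 lower at 4 weeks, 1502 and 899 at 6 weeks, and 1717 and 1588 at 7 weeks. The share of called probes that were higher was thus 23.3% or 61.9% at 4 weeks and 36.4% or 52.0% at 7 weeks. The count lower at 4 weeks was 2409 without 4-week replicate 1, 380 without 4-week replicate 2, 2213 without uninfected replicate 1 and 481 without uninfected replicate 2. The count lower at 6 weeks was 1950 without 6-week replicate 1. The count changed over time was 5048 without uninfected replicate 2, 5474 without 7-week replicate 1 and 5439 without 7-week replicate 2. On the chip that carried both an uninfected and a 4-week array, 411 of the 418 higher and 363 of the 1377 lower probes differed by at least 2-fold in the same direction. The chip was also fitted as a fixed factor, chosen after the data were seen and without a test. Uninfected replicate 2 and 6-week replicate 1, each the only liver array of its chip, then add nothing to the estimates. Those estimates chain differences between single arrays that also gave the calls, so they are no independent check. At 6 weeks 1390 of the 1478 higher and 543 of the 1297 lower probes differed by at least 2-fold in that setting. At 7 weeks 1391 of the 1452 higher and 881 of the 2535 lower probes did. At 7 weeks 1450 of the higher and 2495 of the lower probes kept their direction in that setting.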

#### Hierarchical clustering

Hierarchical clustering combined with Ingenuity Pathway analysis identified four distinct patterns of gene expression, represented by seven different clusters that were associated with distinct biological functions and signalling pathways (Figure 3 and Tables S2 and S3). 

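Gene lists for cell types and pathways, written before the data were examined, were set against 10000 random lists of the same size and brightness; Ingenuity's gene sets were not used here. Markers of Kupffer cells, the resident macrophages of the liver, were higher for 6 of 8 genes at 4 weeks, 6 at 6 weeks and 4 at 7 weeks, with none lower. Adjusted over the list alone, the counts were 6, 6 and 4. Among them the scavenger receptor Marco was 4.77-fold higher at 4 weeks and 16.4-fold higher (log2 change 4.04, SE 0.38, adjusted p = 7.28e-05) at 6 weeks, and the haem-degrading enzyme Hmox1 rose 6.46-fold at 6 weeks. Dendritic cell markers were higher for 2, 5 and 2 of 10 genes at 4, 6 and 7 weeks, with the same counts when adjusted over the list alone, and among them Cd86, a co-stimulator of T-cells, was 4.23-fold higher at 6 weeks. Of the 32 lists with at least 5 measured genes, 20 stood above their random lists at 4 weeks, 22 at 6 weeks and 20 at 7 weeks. Standing above is not the same as rising, since the random lists had medians below 0. At 4 weeks the fibrosis and sinusoidal endothelial lists stood above with medians of -0.01 and -0.06 and 0 genes higher. After quantile normalization the plasma cell, eosinophil and alternatively activated macrophage lists no longer stood apart at 4 weeks (percentiles 89.91, 83.21 and 81.19). Lists below their random lists numbered 4, 5 and 4, and all were lists of liver metabolism. The lists describe the pools and carry no p-value.

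**Figure D1:**
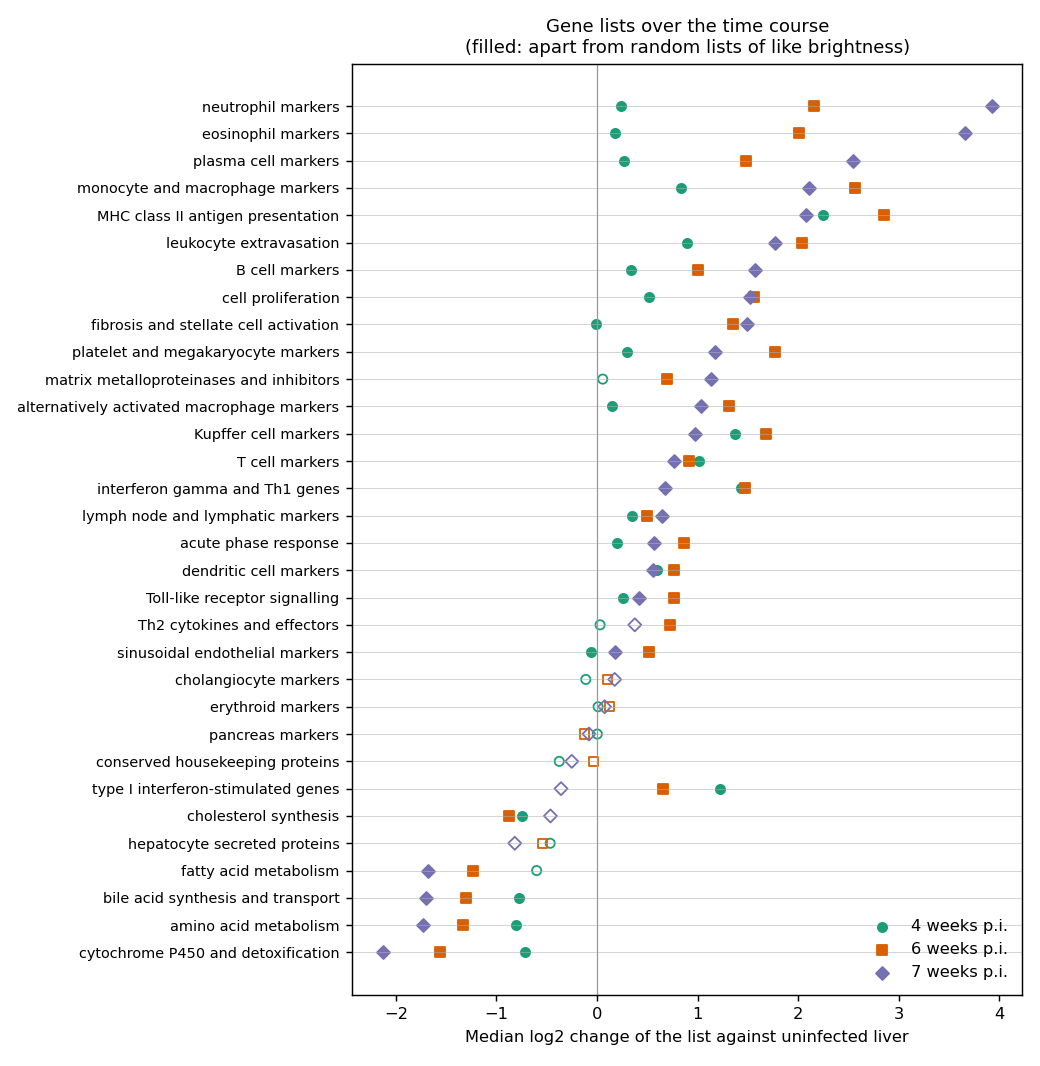
Median log2 change of each gene list against uninfected liver at 4, 6 and 7 weeks p.i., with filled symbols where the list lay outside the central range of its random lists. Plasma cell markers reach 2.55 at 7 weeks, and cholesterol synthesis genes fall to -0.87 at 6 weeks.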

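Chemokine and related probes of Table 1 were measured for 37 genes on 46 probes, of which 37 probes changed over the time course and 9 did not. Of these probes, 33 were higher than in uninfected liver at 1 time or more and 12 at all 3 times. They were highest at 4 weeks for 2 probes, at 6 weeks for 16 and at 7 weeks for 15. Both early probes belong to Cxcl9, a T-cell chemoattractant induced by interferon gamma, and the less bright of them rose 16.4-fold at 4 weeks (log2 change 4.04, SE 0.18, 2 arrays per pool). Cmtm7, a chemokine-like membrane protein, rose to 7.09-fold at 7 weeks (log2 change 2.83, SE 0.17, adjusted p = 3.57e-06), and Cx3cl1, which binds monocytes to endothelium and was detected on 1 of 2 uninfected arrays, rose 2.38-fold. Ccl5, a chemoattractant of T-cells, was 3.44-fold higher at 6 weeks (log2 change 1.78, SE 0.41, adjusted p = 0.00955), and its log2 change was 2.81 with the chip as a fixed factor. Cmtm8 and Ccl27a were the only 2 of these genes with a fall past the threshold, and both were lowest at 7 weeks at 3.99-fold and 2.56-fold lower.

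**Figure D2:**
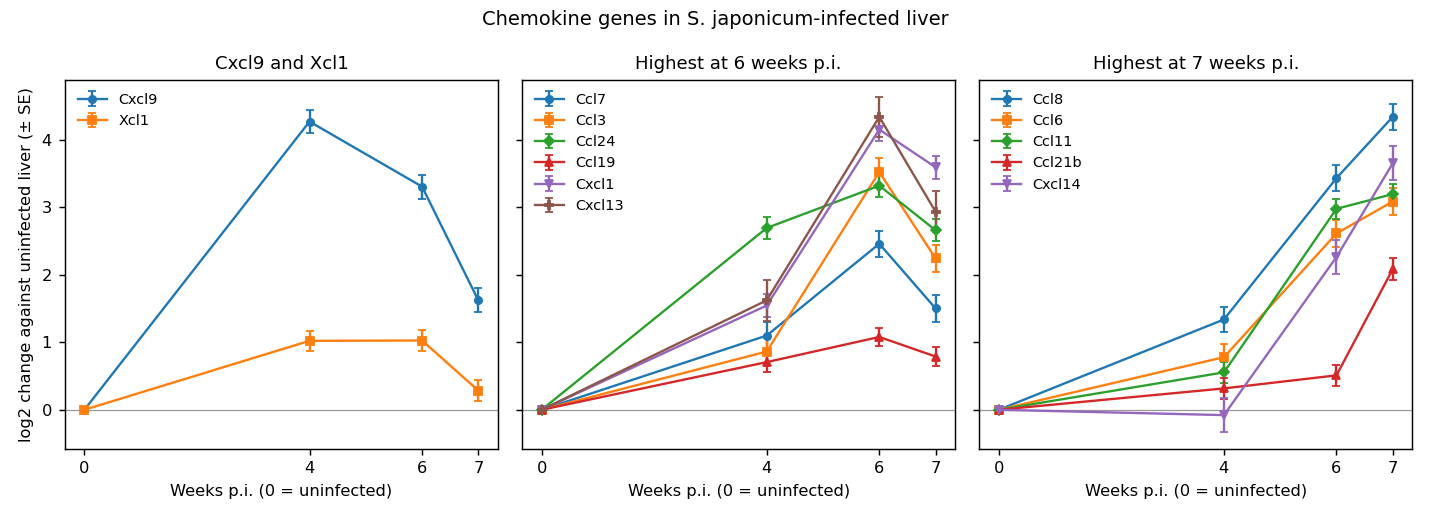
Log2 change against uninfected liver (± SE, 2 arrays per pool) of 13 chemokine genes by weeks p.i. Cxcl9 falls from 4 weeks on, Ccl3, Ccl7 and Cxcl13 are highest at 6 weeks and Ccl8 and Cxcl14 at 7 weeks.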

Most striking was the temporal expression of different chemokine subsets (Table 1).

**Figure 3:**
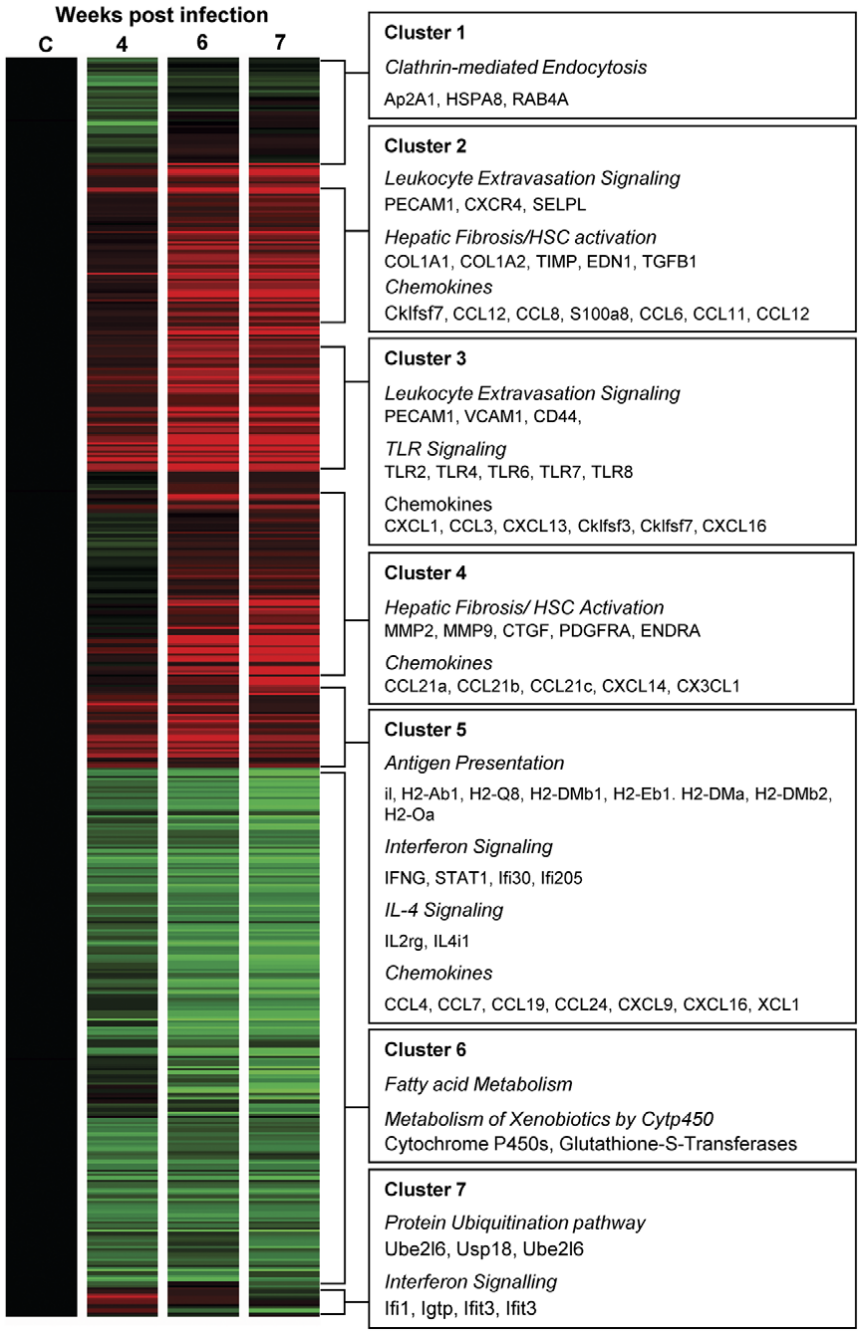
*S. japonicum* infection is associated with temporal expression of genes with distinct biological functions. Hierarchical clustering identified seven distinct clusters representing genes that were consistently up-regulated during infection (Cluster 3); up-regulated to a greater extent later in infection (Cluster 2 and Cluster 4); up-regulated to a greater extent earlier in infection (Cluster 5 and Cluster 7); and down-regulated during infection (Cluster 1 and Cluster 6). Prominent biological functions, signalling pathways or chemokines associated with each of these clusters are listed in the boxed text. Gene expression is represented as a heat map with relatively unchanged genes coloured black, down regulated genes coloured green and up-regulated genes coloured red.

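The heavy chain gene Ighm of antibody-producing cells was 68.6-fold higher (log2 change 6.10, SE 0.20, adjusted p = 1.24e-07) at 7 weeks. Ubd, a ubiquitin-like gene induced by interferon gamma, was at least 11.9-fold higher at 4 weeks and at least 26.7-fold higher at 6 weeks. Upp2, a liver uridine phosphorylase, was 29.3-fold lower (log2 change -4.87, SE 0.29, adjusted p = 6.35e-06) at 6 weeks. In all, 334 probes were higher at all 3 times and 614 were lower at all 3 times. The 614 depends on the scaling, since only 418 probes were lower at 4 weeks after quantile normalization. Because the same uninfected pool serves each comparison, the comparisons also share its chance values. If the times were independent, 2.3 higher and 11.6 lower probes would overlap. In 20 simulations of unchanged pools with the spread between arrays alone, 0 and 0 overlapped. Those simulations called a mean of 0.05 probes at any time. Their overlap was thus bound to be near 0, and it cannot show what a shared pool adds where many probes are called. Differences between the mice of the uninfected pool enter all 3 comparisons and are not in the simulation, so part of the overlap may come from that pool. Of the 1793 probes that were higher at any time, 84 were highest at 4 weeks, 793 at 6 weeks and 916 at 7 weeks. Of the 2934 that were lower at any time, 574 were lowest at 4 weeks, 217 at 6 weeks and 2143 at 7 weeks. These peak times are the order of the pool means, without a test. The scaling enters that order. The 1976 brightest probes had median log2 changes of -0.47, -0.35 and -0.59 at 4, 6 and 7 weeks, against 0.04, 0.02 and -0.05 after quantile normalization.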

**Table 1:** Schistosomiasis is associated with temporal expression of different chemokine subsets.

	Expression+				
Chemokine Symbol	Illumina Probe ID	Accession #	4 weeks	6 weeks	7 weeks
***Up-regulated early***					
Cxcl9	105860594	NM_008599	16.4	6.7	2.4
Cxcl9	1570673	NM_008599	19.2	9.8	3.1
Xcl1	3800504	NM_008510	2.0	2.0	1.2
***Sustained Up-regulation***					
Ccl19	5080487	NM_011888	1.6	2.1	1.7
Ccl24	670129	NM_019577	6.5	10.0	6.3
Cklfsf3	1940180	NM_024217	2.2	3.8	3.7
***Peak expression 6 weeks p.i***					
Ccl3	2810092	NM_011337	1.8	11.3	4.7
Ccl4	50368	NM_013652	1.8	4.9	2.4
Ccl4	430047	NM_013652	4.4	20.6	8.3
Ccl7	2650519	NM_013654	2.1	5.4	2.8
Cxcl7	5130446	NM_023785	1.2	8.8	3.5
Cxcl13	6290402	NM_018866	3.1	20.1	7.6
***Up-regulated later***					
Ccl6	6660390	NM_009139	1.7	6.1	8.5
Ccl8	3870010	NM_021443	2.5	10.8	20.2
Ccl11	1770347	NM_011330	1.5	7.8	9.1
Ccl12	7000592	NM_011331	1.5	3.6	3.7
Ccl12	2120746	NM_011331	1.3	2.1	2.6
Ccl21a	5050338	NM_011335	1.2	1.4	4.2
Ccl21b	4670176	NM_011124	1.1	1.3	4.1
Ccl21c	6770037	NM_023052	1.2	1.3	3.9
Cxcl1	2690537	NM_008176	2.9	17.7	12.0
Cxcl13	6290402	NM_018866	3.1	20.1	7.6
Cxcl14	840114	NM_019568	0.9	3.3	7.1
Cxcl14	6450324	NM_019568	0.9	4.7	12.3
Cxcl16	510278	NM_023158	2.6	4.9	4.3
Cxcl16	100450458	NM_023158	1.8	2.3	2.0
Cx3cl1	3990707	NM_009142	1.1	1.5	2.4
Cklfsf7	4060114	NM_133978	2.0	4.6	6.0
Cklfsf7	5900358	NM_133978	2.4	6.0	7.1
S100a8	70112	NM_013650	3.3	90.8	141.8
S100a9	7050528	NM_009114	2.1	62.2	153.0
***Down-regulated***					
Ccl27	2120070	NM_011336	0.6	0.5	0.4
Cklfsf8	6200037	NM_027294	0.4	0.3	0.3
***Not significant or not detected***					
Ccl1	4230167	NM_011329	–	–	–
Ccl2	4760019	NM_011333	–	–	–
Ccl5*	3710397	NM_013653	3.3	3.4	1.5
Ccl9	4610725	NM_011338	–	–	–
Ccl17	630121	NM_011332	–	–	–
Ccl20	105130300	NM_016960	–	–	–
Ccl22*	6380086	NM_009137	1.2	1.1	1.4
Ccl25	540435	NM_009138	–	–	–
Ccl25*	450541	NM_009138	0.9	0.8	0.6
Ccl26l	380739	NM_001013412	–	–	–
Ccl28	2690593	NM_020279	–	–	–
Cklfsf2a	4920348	NM_027022	–	–	–
Cklfsf2b	1690041	NM_028524	–	–	–
Cklfsf4	360600	NM_153582	–	–	–
Cklfsf4*	3520332	NM_153582	0.9	1.0	0.9
Cklfsf6*	6590010	NM_026036	0.5	0.6	0.6
Cxcl2*	610398	NM_009140	1.3	5.9	1.9
Cxcl4*	6130332	NM_019932	0.6	3.8	1.2
Cxcl5	6370333	NM_009141	–	–	–
Cxcl10	2450408	NM_021274	–	–	–
Cxcl11	1090551	NM_019494	–	–	–
Cxcl12	580546	NM_021704	–	–	–
Cxcl12	4570068	NM_021704	–	–	–
Cxcl12	4150750	NM_021704	–	–	–
Cxcl15	2680451	NM_011339	–	–	–
Cxcl16*	101780301	NM_023158	1.1	1.4	1.2
Scyb11	103610324	AK050012	–	–	–

+Expression values were generated from microarray data and are displayed as a ratio relative to uninfected mice.

*No significant difference in expression over time by 1-Way ANOVA p>0.05.

– equals not detected.

#### Down-regulated genes are associated with metabolism

Genes down-regulated in response to *S. japonicum* infection (Clusters 1 and 6) included multiple components of many metabolic pathways including, but not restricted to, key components of detoxification pathways and the fatty acid and amino acid metabolic pathways.

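Cytochrome P450 and detoxification genes, which clear drugs and steroids in hepatocytes, were lower for 19, 45 and 55 of 63 genes at 4, 6 and 7 weeks. Adjusted over the list alone, 20, 45 and 55 were lower, and 1 was higher, at 6 weeks. The lipid and steroid hydroxylases Cyp2b13 and Cyp4a14 were 114-fold lower (log2 change -6.84, SE 0.18, adjusted p = 3.56e-08) and 84.7-fold lower at 7 weeks. Genes of fatty acid metabolism were lower for 6, 24 and 30 of 36 (9, 26 and 30 when adjusted over the list alone), with none higher. Acaa1b, an enzyme of peroxisomal beta-oxidation, was 11.3-fold lower (log2 change -3.50, SE 0.20, adjusted p = 3.58e-06) at 7 weeks. Genes of amino acid metabolism were lower for 16, 36 and 47 of 56 (18, 39 and 47 when adjusted over the list alone), with none higher. Hal, which breaks down histidine, was 11.8-fold lower (log2 change -3.57, SE 0.30, adjusted p = 3.11e-05) at 7 weeks, or -2.61 on the log2 scale with the chip as a fixed factor. The median log2 change of the 3 lists at 7 weeks was -2.13, -1.68 and -1.73, and -1.71, -1.33 and -1.26 after quantile normalization. At 4 weeks the medians were -0.72, -0.60 and -0.81, against -0.23, -0.18 and -0.32 after quantile normalization. The fatty acid list at 4 weeks lay within its random lists (percentile 2.75) and outside them after quantile normalization (percentile 0.59). With the chip as a fixed factor they were -0.43, -0.33 and -0.43 at 4 weeks and -1.51, -1.01 and -1.12 at 7 weeks.

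**Figure D3:**
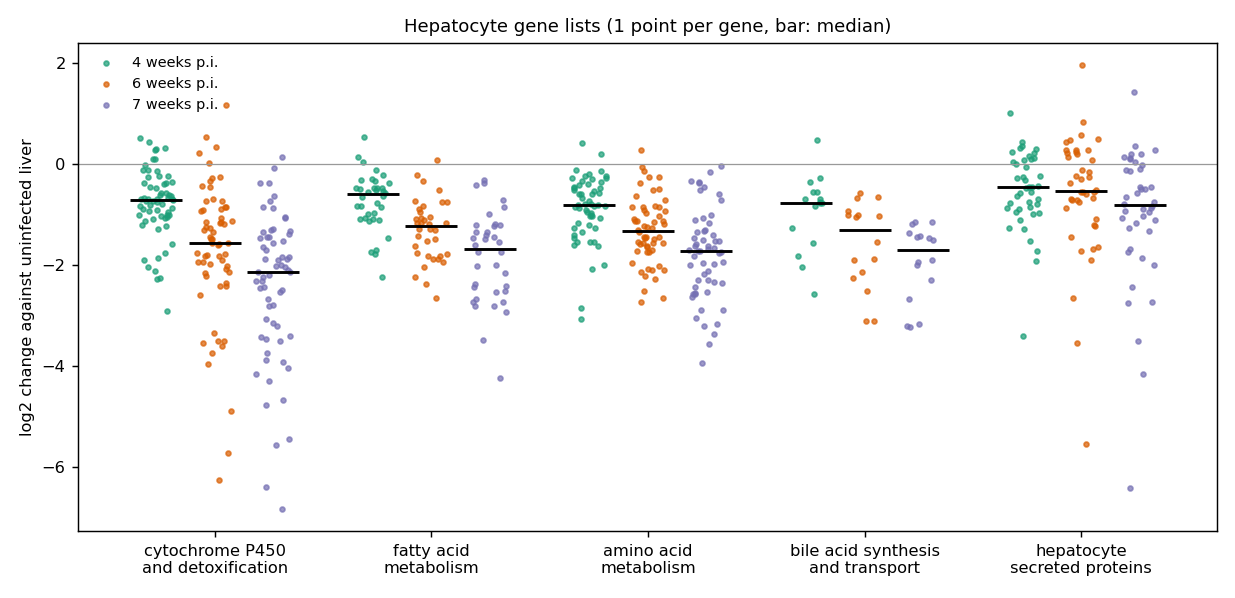
Log2 change against uninfected liver of each measured gene in 5 hepatocyte gene lists at 4, 6 and 7 weeks p.i., with 1 point per gene and a bar at the median. The medians of the metabolic lists fall with time, and secreted proteins lie nearer to 0.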

#### Early gene expression is associated with both Th1 and Th2 responses

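Of 22 measured genes of the interferon gamma response, 12 were higher at 4 weeks, 14 at 6 weeks and 9 at 7 weeks, with none lower. The counts were the same when adjusted over the list alone. Tgtp1 and Gbp3, GTPases that act against intracellular pathogens, were 6.38-fold and 5.91-fold higher at 4 weeks (adjusted p = 0.000612 and 0.00012) and 4.71-fold and 3.99-fold higher at 6 weeks. Of the 15 genes that were higher at any time, 8 were highest at 4 weeks, 6 at 6 weeks and 1 at 7 weeks.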

Expression of genes in cluster 5 peaked at 4 or 6 weeks p.i. corresponding with the initiation of the granulomatous response. 

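The cytokine gene Ifng was near the detection limit and was at least 1.66-fold higher at 6 weeks (measured log2 change 1.05, SE 0.13, adjusted p = 0.000306), which was 0.98 and under 2-fold after quantile normalization. Its change did not pass the threshold at 4 weeks (log2 change 0.88, or 1.01 after quantile normalization) or at 7 weeks (0.14), where it was not detected. The GTPase Igtp, induced by interferon gamma, was 4.21-fold higher (log2 change 2.07, SE 0.17, adjusted p = 0.000243) at 4 weeks, and its 1.91-fold difference at 6 weeks was under the threshold and past it after quantile normalization (log2 change 1.33). Il4i1, an amino acid oxidase induced by interleukin-4, was 3.47-fold, 3.54-fold and 2.62-fold higher at 4, 6 and 7 weeks (lowest adjusted p = 0.000192). Il4 itself was under the filter, detected on 3 of 8 arrays.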

Genes within this cluster, were associated with both Th1 (*IFN-γ* (NM_008337), *STAT 1* (NM_009283), *CXCL9*, *IFN-γ-induced GTPase* (*Igtp*; NM_01873)) and Th2 responses (IL4-induced 1 (*Il4i1*; NM_010215), *CCL24*, *CCL7*). Expression of Th1 associated genes peaked between 4–6 weeks p.i and declined thereafter, whereas expression of Th2 associated genes exhibited moderate peak in expression at 6 weeks p.i. 

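Between 6 and 7 weeks Igtp fell by 1.34 (SE 0.17, adjusted p = 0.0032) on the log2 scale, and Irgm1, a related GTPase, fell by 1.40 (SE 0.19, adjusted p = 0.00511). Cxcl9 fell by 1.68 (SE 0.18, adjusted p = 0.00102) over the same week. The median difference of the 22 interferon gamma response genes was -0.04 from 4 to 6 weeks and -0.83 from 6 to 7 weeks, with 5 genes lower and none higher in the later step. Genes of the Th2 response were higher for 2, 4 and 4 of 10 measured genes at 4, 6 and 7 weeks, and the counts were unchanged when adjusted over the list alone. The epithelial alarmin Il33, which drives type 2 responses, was 4.38-fold higher (log2 change 2.13, SE 0.22, adjusted p = 0.000132) at 6 weeks and 3.68-fold higher at 7 weeks. The median log2 change of the Th2 genes was 0.03, 0.73 and 0.38, and with undetected genes at their bound 0.54 at 6 weeks and 0.19 at 7 weeks. This list stood above its random lists at 6 weeks and not at 4 weeks, and at 7 weeks it lay within them (percentile 97.31) but above them after quantile normalization (percentile 98.27). The step from 6 to 7 weeks had no gene past the threshold (median -0.26).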

A number of chemokine genes including *CXCL9*, *CCL4*, *CCL7*, *CCL19*, *CCL24* and *XCL1* also occurred in this cluster. 

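Ccl4, a chemoattractant of T-cells and monocytes, was 20.6-fold higher (log2 change 4.37, SE 0.19, adjusted p = 1.72e-06) at 6 weeks, from 4.45-fold at 4 weeks. Xcl1, made by activated T-cells and NK cells, was 2.03-fold higher at 4 weeks and 2.04-fold higher at 6 weeks (adjusted p = 0.00309 and 0.000967). Its 1.22-fold difference at 7 weeks did not pass. Xcl1 fell under 2-fold without uninfected replicate 2 (log2 change 0.94 at 4 and 0.94 at 6 weeks), at 4 weeks without 4-week replicate 1 (0.88) and at 6 weeks without 6-week replicate 1 (0.96) or after quantile normalization (0.92). Ccl19, which guides lymphocytes and dendritic cells, was not detected in uninfected liver and was at least 1.96-fold higher at 6 weeks (measured log2 change 1.08, SE 0.14, adjusted p = 0.000467). At 4 and 7 weeks its measured changes of 0.71 and 0.79 were under 2-fold, as was 0.98 at 6 weeks after quantile normalization.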

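Cd3e, a subunit of the T-cell receptor complex, was not detected in uninfected liver and was at least 3.98-fold higher at 4 weeks (measured log2 change 2.05, SE 0.13, adjusted p = 9.41e-05). It was at least 3.04-fold higher at 6 weeks and at least 2.32-fold higher at 7 weeks, and its step from 4 to 7 weeks of -0.78 on the log2 scale was under 2-fold. Of 13 measured T-cell markers, 7 were higher at 4 weeks, 6 at 6 weeks and 4 at 7 weeks, with 0, 1 and 1 lower and the same counts when adjusted over the list alone. Another receptor subunit, Cd3d, was 5.17-fold higher (log2 change 2.37, SE 0.16, adjusted p = 9.42e-05) at 4 weeks, whereas the receptor kinase Zap70 was 4.54-fold lower at 7 weeks. Cxcl9 and Cd3e were both highest at 4 weeks in the pool means, and Xcl1 differed by less than its SE between 4 and 6 weeks. The B-cell co-receptor Cd22, also not detected in uninfected liver, was at least 1.50-fold higher at 6 weeks, its highest time (measured log2 change 1.02, SE 0.12, adjusted p = 0.000319). Cd22 was under 2-fold without uninfected replicate 2 (log2 change 0.91), without 6-week replicate 2 (0.96) and after quantile normalization (0.96). The 8 arrays hold 4 independent pools, too few for a correlation between genes, so pool values and peak times are given.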

Expression of *CXCL9*, *XCL1* correlated with expression of genes encoding components of the T-cell receptor complex (e.g. *CD3e* (NM_007648)) while *CCL19* expression correlated with those of B-cell markers including *CD22* (NM_009845). *CCL7* expression was correlated with that of alternatively activated macrophage markers and fibrosis associated genes (Table 2).

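Ccl7, a chemoattractant of monocytes and stellate cells, was 2.14-fold higher at 4 weeks, 5.49-fold higher (log2 change 2.46, SE 0.20, adjusted p = 2.87e-05) at 6 weeks and 2.83-fold higher at 7 weeks. Markers of alternatively activated macrophages were higher for 1, 5 and 5 of 10 measured genes, with 1, the cytokine signalling inhibitor Socs2, lower at each time. These counts were the same when adjusted over the list alone. Chil4, a chitinase-like protein, rose 41.0-fold at 6 weeks and 86.2-fold at 7 weeks (log2 change 6.43, SE 0.23, adjusted p = 1.8e-07). Retnla, a secreted resistin-like protein, was at least 4.93-fold higher at 6 weeks and at least 15.2-fold higher at 7 weeks, and it rose by 1.62 (SE 0.18, adjusted p = 0.00127) between these times. The step of Ccl7 from 6 to 7 weeks was -0.96 (SE 0.20, adjusted p = 0.0392), which is under 2-fold, and its highest pool value preceded those of Chil4 and Retnla. At 4 weeks Ccl7 was under 2-fold without uninfected replicate 1 (log2 change 0.91) or 4-week replicate 1 (0.97), and with the chip as a fixed factor it was 3.26 at 6 weeks.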

**Table 2:** Chemokine expression correlated with that of target cell markers and pro-fibrotic genes.

Gene of Interest	Chemokines	*r-value	*p-value
**Cell Markers**			
*Resistin-like-alpha (Retnla; NM_020509)*	*CCL6*	1.0000	<0.0001
	*CCL8*	0.9762	0.0004
	*CCL12*	0.9762	0.0004
	*CXCL14*	0.7857	0.0279
*Neutrophil Elastase (NE; NM_015779)*	*CXCL1*	0.7619	0.0368
	*S100A8*	0.9286	0.0022
	*S100A9*	0.9286	0.0022
*CD22 (NM_009845.1)*	*CXCL13*	0.9286	0.0022
	*CCL19*	0.8810	0.0072
*CD3e (NM_007648*)	*CXCL9*	1.0000	<0.0001
	*XCL1*	0.9048	0.0046
*Eosinophil Peroxidase (EPX; NM_007946)*	*CCL11*	0.7597	0.0287
**Fibrosis associated genes**			
*Procollagen, type-1-α-1 (COL1A1; NM_007742)*	*CXCL1*	0.7381	0.0458
	*CCL3*	0.7619	0.0368
	*CCL7*	0.7619	0.0368
*TGF-β (NM_011577)*	*CXCL1*	0.9762	0.0004
	*CCL3*	0.9524	0.0011
	*CCL7*	0.9524	0.0011
*PDGF-β (NM_011057)*	*CXCL1*	1.0000	<0.0001
	*CCL3*	0.9762	0.0004
	*CCL7*	0.9762	0.0004

*Spearman's correlation of gene expression data from microarray analysis, n = 8 all comparisons.

#### Genes consistently up-regulated are associated with immune responses

Genes demonstrating sustained up-regulation during the granulofibrotic response (Cluster 3) were significantly associated with immunological functions including leukocyte extravasation signalling, antigen presentation through the MHC class II complex, the acute phase response and Toll-like receptor signalling.

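Antigen presentation through MHC class II had 9, 12 and 9 of 13 measured genes higher at 4, 6 and 7 weeks and none lower. The invariant chain Cd74, which loads these molecules, was 7.95-fold, 12.4-fold and 8.03-fold higher (log2 change 3.64, SE 0.18, adjusted p = 2.9e-06 at 6 weeks). The acute phase response had 7, 12 and 9 of 27 genes higher and 1, 0 and 2 lower. Lcn2, an iron-scavenging protein, was 18.6-fold, 127-fold and 103-fold higher, and the serum amyloid gene Saa3 was 104-fold higher (log2 change 6.70, SE 0.19, adjusted p = 2.73e-07) at 6 weeks. Leukocyte extravasation had 10, 16 and 16 of 23 genes higher and none lower, and Cyba, a subunit of the phagocyte oxidase, was 4.72-fold, 9.44-fold and 9.60-fold higher. Toll-like receptor signalling had 4, 11 and 9 of 24 genes higher and 1, 0 and 2 lower, and Ly86, a partner of these receptors, was 8.35-fold higher at 6 weeks. Adjusted over the list alone, the counts differed in acute phase genes, 13 higher at 6 weeks, and in Toll-like receptor genes, 2 lower at 4 weeks. Genes higher at all 3 times numbered 9, 7, 10 and 4 in these 4 lists.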

Genes for chemokines with activity for several cell types including B-cells (*CXCL13*), T-cells (*CXCL16*), neutrophils/Hepatic Stellate Cells (HSCs) (*CXCL1*) and leukocytes (*CCL3*) also grouped within Cluster 3. *CXCL13*, *CXCL16*, *CXCL1* and *CCL3* were significantly up-regulated at all time points (1-way ANOVA, p≤0.05) with a moderate, but significant, increase in expression at 6–7 weeks p.i (1-way ANOVA, p≤0.05) coinciding with the onset of fibrogenesis. 

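The B-cell chemoattractant Cxcl13 was 3.07-fold higher at 4 weeks (adjusted p = 0.00739), 20.2-fold higher (log2 change 4.34, SE 0.30, adjusted p = 1.32e-05) at 6 weeks and 7.63-fold higher at 7 weeks. Cxcl16, a T-cell chemoattractant, was 2.59-fold, 4.92-fold and 4.28-fold higher on its brightest probe, and a dimmer probe passed at 6 weeks alone, at 2.34-fold. Ccl3, which recruits monocytes and T-cells, was at least 8.26-fold higher at 6 weeks (measured log2 change 3.52, SE 0.20, adjusted p = 5.5e-06) and at least 3.40-fold higher at 7 weeks. At 4 weeks its measured log2 change of 0.86 (adjusted p = 0.0174) was under 2-fold, and without uninfected replicate 2 it was 1.12 and past the threshold. From 4 to 6 weeks Cxcl13 rose by 2.72 (SE 0.30, adjusted p = 0.000545) on the log2 scale, while the step of Cxcl16, 0.93 (SE 0.17, adjusted p = 0.00679), was under 2-fold. From 6 to 7 weeks Cxcl13 fell by 1.40 (SE 0.30, adjusted p = 0.0483), and with the chip as a fixed factor its log2 change was 5.17 at 6 weeks and 4.00 at 7 weeks.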

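Cxcl1, a chemoattractant of neutrophils, was 2.92-fold higher at 4 weeks (adjusted p = 0.000765), 17.7-fold higher (log2 change 4.15, SE 0.17, adjusted p = 9.65e-07) at 6 weeks and 12.0-fold higher at 7 weeks, with 2 arrays per pool. The step from 4 to 6 weeks was 2.60 (SE 0.17, adjusted p = 3.13e-05) on the log2 scale, and the step from 6 to 7 weeks was -0.56 (SE 0.17, adjusted p = 0.16) and did not pass.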

*CXCL1* exhibited the greatest increase in expression reaching 18-fold at 6 weeks p.i. *CXCL1* and *CCL3* expression correlated with expression of several procollagen genes and the profibrotic cytokines *TGF-β1* (NM_011577) and *PDGF-β* (NM_011057). 

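Tgfb1, the main cytokine that turns stellate cells into collagen producers, was 3.06-fold higher (log2 change 1.61, SE 0.14, adjusted p = 4.05e-05) at 6 weeks and 2.58-fold higher at 7 weeks. Pdgfb, a growth factor of stellate cells, was 3.79-fold higher (log2 change 1.92, SE 0.18, adjusted p = 7.84e-05) at 6 weeks and 2.89-fold higher at 7 weeks. The procollagen gene Col1a2 was at least 2.07-fold higher at 6 weeks (measured log2 change 1.24, SE 0.17, adjusted p = 0.000638) and at least 2.25-fold higher at 7 weeks. With the chip as a fixed factor the log2 change of Pdgfb was 2.56 at 6 weeks. None of the 3 passed at 4 weeks, where their log2 changes were 0.30, 0.73 and 0.10. Tgfb1 and Pdgfb were highest at 6 weeks in the pool means, like Ccl3 and Cxcl1, and Col1a2 at 7 weeks. No correlation is given, because the arrays hold 4 independent pools.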

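Measured B-cell markers were higher for 2 of 8 genes at 4 weeks, 4 at 6 weeks and 5 at 7 weeks, with none lower and the same counts when adjusted over the list alone. Cd79b, a signalling subunit of the B-cell receptor, was 2.29-fold, 5.36-fold and 6.94-fold higher (log2 change 2.79, SE 0.17, adjusted p = 4.19e-06 at 7 weeks). Cd72, a B-cell co-receptor, was 4.02-fold, 6.36-fold and 3.54-fold higher, highest at 6 weeks like Cxcl13 and Cd22. The list's median difference from 6 to 7 weeks was 0.15 on the log2 scale (95% interval over genes -0.37 to 0.57).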

*CXCL13* expression correlated well with those of genes encoding B-cell markers, such as *CD22* (Table 2).

#### Late gene expression is associated with fibrosis

Genes in clusters 2 and 4 exhibited peak expression at 6–7 weeks p.i paralleling increased collagen deposition and hepatic fibrosis. 

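Fibrosis and stellate cell genes were higher for 0 of 38 measured genes at 4 weeks, 23 at 6 weeks and 27 at 7 weeks, with none lower. The counts were the same when adjusted over the list alone. Acta2, the smooth muscle actin of myofibroblasts, was 7.09-fold higher (log2 change 2.83, SE 0.17, adjusted p = 7.14e-06) at 6 weeks. Col6a1, a collagen of the pericellular matrix, was 8.48-fold higher (log2 change 3.08, SE 0.17, adjusted p = 2.49e-06) at 7 weeks, and the fibrillin gene Fbn1 was 7.78-fold higher. The step from 4 to 6 weeks was higher for 28 genes (median 1.51 on the log2 scale), and that from 6 to 7 weeks for 2 genes (median 0.12). The list's median log2 change was -0.01, 1.35 and 1.49 at 4, 6 and 7 weeks, and at 4 weeks it was 0.30 after quantile normalization, so its sign at 4 weeks depends on the scaling.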

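Timp1, an inhibitor of matrix proteases made by stellate cells, was 29.6-fold higher (log2 change 4.89, SE 0.15, adjusted p = 2.73e-07) at 6 weeks and 37.5-fold higher at 7 weeks. Pdgfra, a receptor that drives stellate cell growth, was 2.32-fold and 3.00-fold higher at these times, and another probe did not pass. Edn1, a peptide that contracts stellate cells, and its receptor Ednra were 2.07-fold and 2.14-fold higher at 7 weeks (adjusted p = 0.000482 and 0.00111). Without 7-week replicate 2 both were under 2-fold (log2 changes 0.97 and 0.99), as were Edn1 without uninfected replicate 1 (0.95) and Pdgfra at 6 weeks without 6-week replicate 1 (0.98). Ccn2, a growth factor of connective tissue, passed at 7 weeks alone (3.59-fold, adjusted p = 0.000287), and it rose by 1.18 (SE 0.23, adjusted p = 0.0308) from 6 to 7 weeks.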

Several genes within this cluster are associated with hepatic fibrosis or HSC activation (Figure 3) [18].

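Selplg, the ligand by which leukocytes bind selectins, was 4.68-fold higher at 4 weeks, 9.76-fold at 6 weeks and 10.8-fold higher (log2 change 3.43, SE 0.17, adjusted p = 1.15e-06) at 7 weeks. Rac2 and Ncf4, which move and arm neutrophils, were 10.0-fold and 12.1-fold higher at 7 weeks (adjusted p = 1.54e-06 and 2.23e-06). Among adhesion molecules of the vessel wall at 6 weeks, Vcam1 was 6.96-fold higher (log2 change 2.80, SE 0.22, adjusted p = 2.73e-05), Selp 5.12-fold higher and Pecam1 2.67-fold higher. Across 23 extravasation genes the median log2 change was 0.89, 2.04 and 1.77 at 4, 6 and 7 weeks, and 2.44 at 7 weeks with the chip as a fixed factor. Between 4 and 6 weeks 12 of these genes rose (median difference 1.00), and from 6 to 7 weeks none passed in either direction (-0.06).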

Genes within clusters 2 and 4 also exhibited functional association with leukocyte extravasation signalling. Several genes with chemotactic activity for eosinophils (*CCL11*), neutrophils (*S100A8*, *S100A9* [19]) and monocytes/macrophages (*CCL6*, *CCL8*, *CCL12*, *CXCL14*) occur within these clusters and correlated well with the expression of genes encoding markers for eosinophils, neutrophils and alternatively activated macrophage markers, respectively (Table 2). 

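The eosinophil chemoattractant Ccl11 was at least 5.15-fold higher at 6 weeks and at least 5.99-fold higher at 7 weeks (measured log2 change 3.19, SE 0.15, adjusted p = 1.03e-06). Ccl8, which attracts monocytes and eosinophils, was at least 2.07-fold, at least 8.84-fold and at least 16.6-fold higher at 4, 6 and 7 weeks (adjusted p = 6.48e-07 at 7 weeks). Ccl6, a chemoattractant of macrophages, was 6.11-fold higher at 6 weeks and 8.47-fold higher (log2 change 3.08, SE 0.20, adjusted p = 5.68e-06) at 7 weeks. Ccl12, a monocyte chemoattractant, was at least 2.41-fold higher at 7 weeks on its brighter probe. The step of Ccl8 from 6 to 7 weeks, 0.91 (SE 0.19, adjusted p = 0.0458), was under 2-fold, and Ccl11 and Ccl6 did not pass at 0.22 and 0.47. Epx, the eosinophil peroxidase, was at least 4.48-fold higher at 7 weeks (measured log2 change 2.61, SE 0.19, adjusted p = 1.17e-05). Correlations between these genes are not given, since 4 pools are too few.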

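S100a8, a calcium-binding protein of neutrophils, was 3.27-fold higher at 4 weeks (adjusted p = 0.000863) and 90.8-fold higher (log2 change 6.51, SE 0.19, adjusted p = 2.73e-07) at 6 weeks. Its partner S100a9 was 62.6-fold higher (log2 change 5.97, SE 0.39, adjusted p = 9.32e-06) at 6 weeks, and its 2.15-fold difference at 4 weeks did not pass (adjusted p = 0.0601) but passed after quantile normalization (adjusted p = 0.0215). S100a9 was detected on 1 of 2 uninfected arrays, and at 6 weeks its log2 change was 5.36 without 6-week replicate 1 and 6.57 without 6-week replicate 2. At 4 weeks it also passed without 6-week replicate 1 (adjusted p = 0.0114) or 6-week replicate 2 (0.0112), whose spread enters the pooled error. Each group gives 2 arrays, and every array at 6 weeks lay above every uninfected and 4-week array for both genes.

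**Figure D4:**
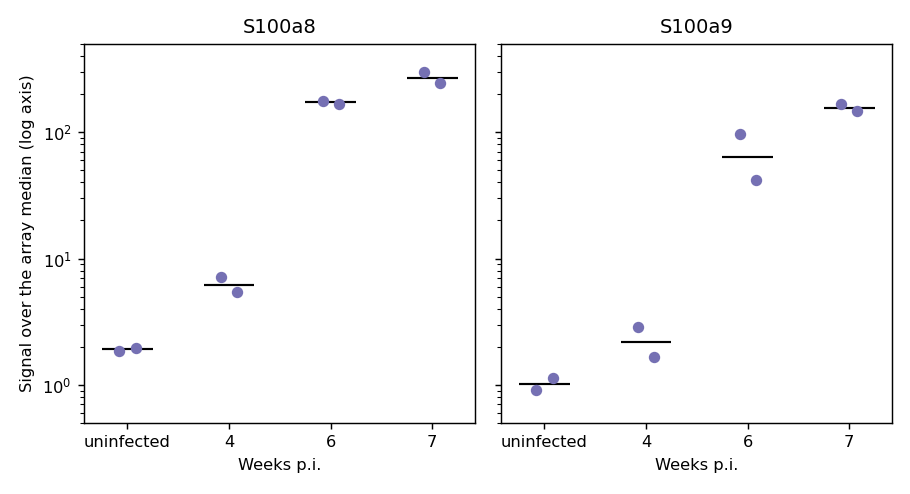
Signal over the array median (log axis) of S100a8 and S100a9 on each of the 8 liver arrays, with a bar at the group mean on the log scale. Both genes rise between 4 and 6 weeks p.i. by more than the spread between the 2 arrays of a pool.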

Most striking was the marked up-regulation of *S100A8* and *S100A9* compared with uninfected controls at 6 (*S100A8*: 91-fold, p≤0.01; *S100A9*: 62-fold, p≤0.01) and 7 weeks p.i. (138-fold, p≤0.01; *S100A9*: 153-fold, p≤0.01). 

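At 7 weeks S100a8 was 142-fold higher (log2 change 7.15, SE 0.19, adjusted p = 3.8e-08) and S100a9 was 154-fold higher (log2 change 7.27, SE 0.39, adjusted p = 1.93e-06). The steps from 6 to 7 weeks, 0.64 (SE 0.19, adjusted p = 0.152) for S100a8 and 1.30 (SE 0.39, adjusted p = 0.157) for S100a9 on the log2 scale, did not pass the test. Neutrophil markers as a list were higher for 4, 18 and 22 of 24 measured genes at 4, 6 and 7 weeks, with none lower and the same counts when adjusted over the list alone. Camp, an antimicrobial peptide stored in neutrophil granules, was 21.7-fold and 88.2-fold higher at 6 and 7 weeks and rose by 2.03 (SE 0.16, adjusted p = 0.000193) between them. The list's median log2 change at 7 weeks was 3.93, or 3.64 with the 13 genes that uninfected liver did not detect at their bound.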

*CCL21a,b&c*, also occurred within this cluster and showed significant up-regulation compared with liver tissue from uninfected mice (4-fold, p≤0.01) only at 7 weeks p.i.

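Ccl21a, Ccl21b and Ccl21c, near-identical genes for a chemoattractant of lymphocytes and dendritic cells, were 4.15-fold, 4.23-fold and 3.87-fold higher at 7 weeks. These genes are named by the current RefSeq names of the accessions in Table 1, where the names Ccl21a and Ccl21b are the other way round. The log2 change of Ccl21b was 2.08 (SE 0.16, adjusted p = 1.75e-05, 2 arrays per pool). At 4 and 6 weeks none passed the threshold, with log2 changes from 0.13 to 0.51. The step from 6 to 7 weeks passed for each, at 1.66 (SE 0.18, adjusted p = 0.00118), 1.57 (SE 0.16, adjusted p = 0.000828) and 1.57 (SE 0.18, adjusted p = 0.002). Lymph node and lymphatic genes apart from these showed a median difference of 0.04 from 6 to 7 weeks (8 genes, 95% interval over genes -0.26 to 0.47).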

### Real-time PCR

The expression patterns established by real time PCR correlated well with the microarray data (Spearman's correlation; r = 0.74; p≤0.001) (Figure S1). Real-time PCR indicated that expression of *IL-4* (NM_021283) peaked at 6 weeks p.i. (24-fold relative to uninfected controls, p≤0.01) and declined thereafter. *IL-13* (NM_008355) expression peaked at 6 (5-fold, p≤0.001) and 7 weeks p.i. (4-fold, p≤0.001) during the development of fibrosis. *IL-10* (NM_010548) expression reached 5-fold (p≤0.01) at 6 weeks and 7-fold (p≤0.01) at 7 weeks p.i.

### Flow Cytometry

Adult worms numbers and hepatic egg burdens were identical in the separate time courses performed for microarray and flow cytometry analyses (t-test, p>0.05) (Figure S2).

Analysis of the cellular composition of the liver revealed a significant increase in CD4+ T-cells, CD8+ T-cells and B-cells at 4 weeks p.i, compared with uninfected mice where the numbers of these cells in the liver declined thereafter (Figure 4a–c). The number of macrophages in the liver was significantly increased from 4 weeks p.i. compared with uninfected controls and peaked at 6–7 weeks p.i (Figure 4d).

**Figure 4:**
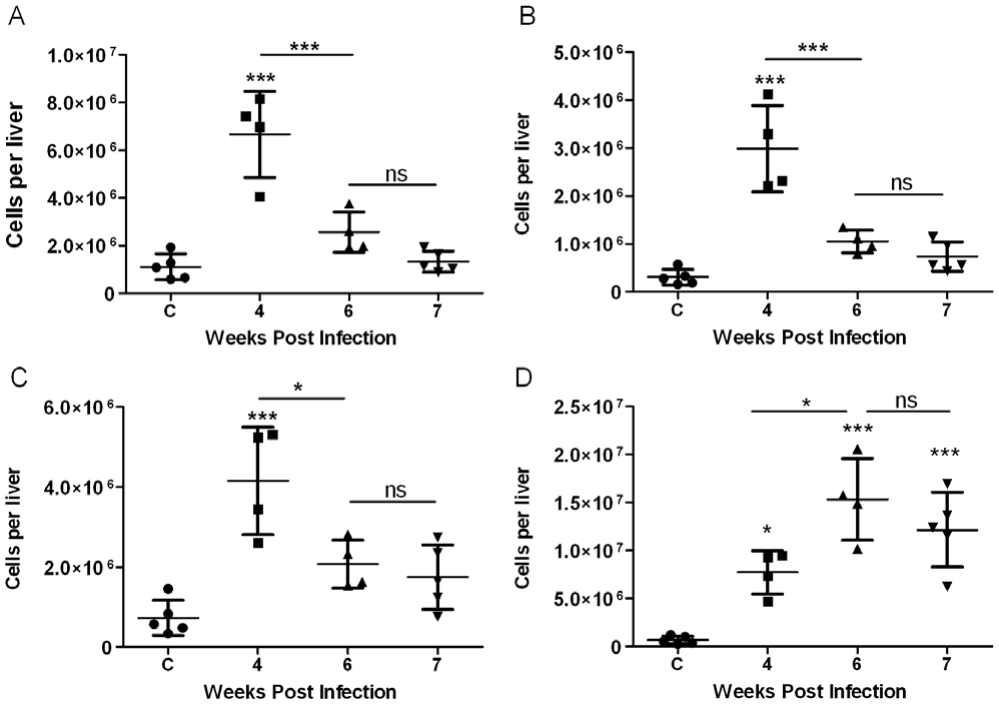
Temporal changes in the cellular composition of the *S. japonicum*-infected murine liver revealed by flow cytometry. Flow cytometry showed an increase in the number of CD4+ T-cells (CD4+CD3+) (A), CD8+ T-cells (CD8+CD3+) (B), and B-cells (CD19+) (C) in the liver at 4 weeks p.i, but there was a decline in the numbers of these cells thereafter. The number of macrophages in the liver (D) was significantly increased at 4 weeks p.i. compared with tissue from uninfected mice and the number of these cells continued to rise over time peaking at 6-7 weeks p.i. Values represent means ± 1SD. One mouse from the 4 and 6 weeks groups harboured no adult worms (i.e. non-infected) and was excluded from these analyses (n = 4). n = 5 all other groups. * p≤0.05, ** p≤0.01, ***p≤0.001 compared with uninfected liver unless otherwise indicated.

### Immunohistochemistry

Due to the striking up-regulation of S100A8 and the previous association of CCL7 with fibrosis [20], immunohistochemistry was used to investigate the distribution of these two chemokines within granulomatous liver tissue. Positive staining for S100A8 was remarkably similar to that for neutrophils. S100A8 positive cells occurred sporadically in the uninfected liver (Figure 5a). Focal clusters of positively stained cells were observed in the liver at 4 weeks p.i. and staining intensity increased significantly thereafter. At 6 and 7 weeks p.i, S100A8 positive cells localised to the inner most zone of established granulomas, where inflammatory cells including neutrophils and macrophages are known to accumulate [4] (Figure 5b), and to the periphery of more mature granulomas adjacent to the fibrotic areas (Figure 5c) as confirmed by staining for collagen (Figure 5d). CCL7 was absent from uninfected livers but was present in infected livers from 6 weeks p.i and was significantly elevated above control levels at 7 weeks p.i. Staining occurred predominantly in granulomas at the periphery of the liver (Figure 5e,f) and localised to the fibrotic zone of these lesions (Figure 5g) resembling the distribution of HSCs (Figure 5h).

**Figure 5:**
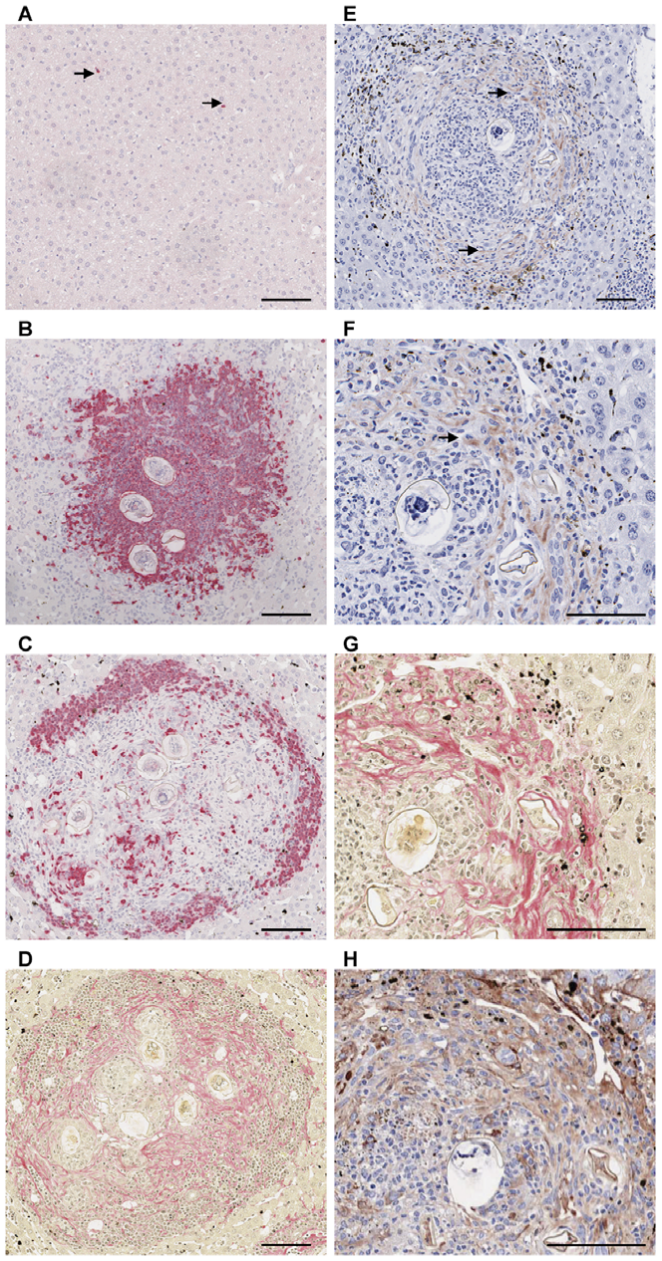
S100A8 and CCL7 localise to areas of known neutrophil accumulation and the fibrotic zone of *S. japonicum* induced granulomas, respectively. S100A8 positive (pink) cells occurred sporadically in the livers of uninfected mice (A; arrows; ×100), in the central region of established granulomas at 6 weeks p.i. (B; ×100) and at the periphery of granulomas (C; ×100) adjacent to fibrotic areas identified by Pico Sirius Red staining for collagen (pink) (D; ×100) at 7 weeks p.i. Whereas, uninfected liver was negative, CCL7 (Red-brown/arrows) was significantly increased at 7 weeks p.i. and localised to areas of fibrosis (E; ×100, & F; ×200), as identified by Pico Sirius Red staining for collagen (G; ×200), resembling the distribution of α-SMA staining (H; ×200). Scale bar equals 100 µm.

## Discussion

We used whole genome microarray analysis and real-time PCR combined with histology and flow cytometry to build a more integrated and global view of the gene signalling pathways and pathological mechanisms induced during *S. japonicum* infection than has been described previously. Our analyses confirm the development of a Th2 response during *S. japonicum*-induced granuloma formation and fibrosis, characterised by up-regulation of Th2 associated genes. Notably, we also observed sustained up-regulation of Th1 associated genes including the Th1 cytokine IFN- γ during granuloma development as previously reported in *S. japonicum* infection [21]. Together this suggests that the localised immune response to *S. japonicum* eggs in the liver may be of a mixed Th1/Th2 phenotype. 

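At 7 weeks, the interferon gamma response genes still higher included Il18bp, a secreted inhibitor of interleukin-18, at 3.99-fold higher (log2 change 2.00, SE 0.18, adjusted p = 4.76e-05). The immunoproteasome subunit Psmb8 was 2.19-fold higher (adjusted p = 0.0016), but fell under 2-fold without uninfected replicate 1 (log2 change 0.94). Genes of this list higher at all 3 times numbered 7 of 22. The list's median log2 change was 1.43, 1.47 and 0.67 at 4, 6 and 7 weeks, outside its random lists each time.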

Further, the early up-regulation of Th1 associated chemokines [22],[23] in our study suggests that this arm of the response may be important in the early recruitment of inflammatory cells to the liver and the initiation of the granulomatous response.

Widespread down-regulation of multiple components of many metabolic pathways in the livers of *S. japonicum* infected mice is indicative of a generalised down-regulation of the metabolic functions of the liver. These observations are consistent with those from *S. mansoni* infections and likely reflects increasing impairment of liver function associated with progressive tissue damage [24]. 

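Genes of bile acid synthesis and transport were lower for 5, 11 and 16 of 16 at 4, 6 and 7 weeks (5, 12 and 16 when adjusted over the list alone). Abcb11, the pump that exports bile salts, was 9.42-fold lower (log2 change -3.24, SE 0.33, adjusted p = 1.00e-04) at 7 weeks, or -2.20 with the chip as a fixed factor. Genes of cholesterol synthesis were lower for 4, 7 and 4 of 18, with the same counts when adjusted over the list alone, and their median at 7 weeks was -0.46, or 0.08 after quantile normalization. The sterol desaturase Sc5d was 4.38-fold lower at 7 weeks (adjusted p = 9.98e-05, log2 change -1.41 with the chip as a fixed factor). The lipoprotein receptor gene Vldlr was 6.88-fold lower at that time on a probe past the filter. Its probes under the filter were each detected on 0 of 8 liver arrays. Proteins secreted by hepatocytes were lower for 5, 10 and 15 of 42 genes and higher for 1 at each time (6, 11 and 15 lower when adjusted over the list alone). The plasma glycoprotein A1bg was 85.4-fold lower (log2 change -6.42, SE 0.17, adjusted p = 3.56e-08) and the cortisol carrier Serpina6 11.3-fold lower at 7 weeks, while the complement gene C6 was 3.89-fold higher at 6 weeks. Their median log2 change at 7 weeks was -0.82, within the range of random lists of the same brightness (percentile 5.32), or -0.21 after quantile normalization and -0.31 with the chip as a fixed factor.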

Genes up-regulated during infection were temporally associated with distinct biological functions. This was especially true for chemokines with activity for distinct cell types which were up-regulated during different phases of the granulofibrotic response (Figure 6).

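Measured as differences between times, Cxcl9 fell by 2.65 (SE 0.18, adjusted p = 1.37e-05) from 4 to 7 weeks on the log2 scale. From 4 to 6 weeks the macrophage chemokine genes rose, Ccl6 by 1.83 (SE 0.20, adjusted p = 0.000457), and Ccl8 by 2.09 (SE 0.19, adjusted p = 0.000206). From 6 to 7 weeks, Cxcl14 rose by 1.39 (SE 0.25, adjusted p = 0.0223). Cxcl2, a neutrophil chemoattractant, was at least 3.77-fold higher at 6 weeks (adjusted p = 0.00104) and did not pass at 4 or 7 weeks, and its measured log2 change at 6 weeks was 1.84 without 6-week replicate 1 and 3.30 without 6-week replicate 2. From the times at which chemokines for lymphocytes, stellate cells, macrophages and neutrophils were highest, and the arrival of these cells, the paper reasons that the recruitment of these cells is tied in time to different chemokine subsets.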

**Figure 6:**
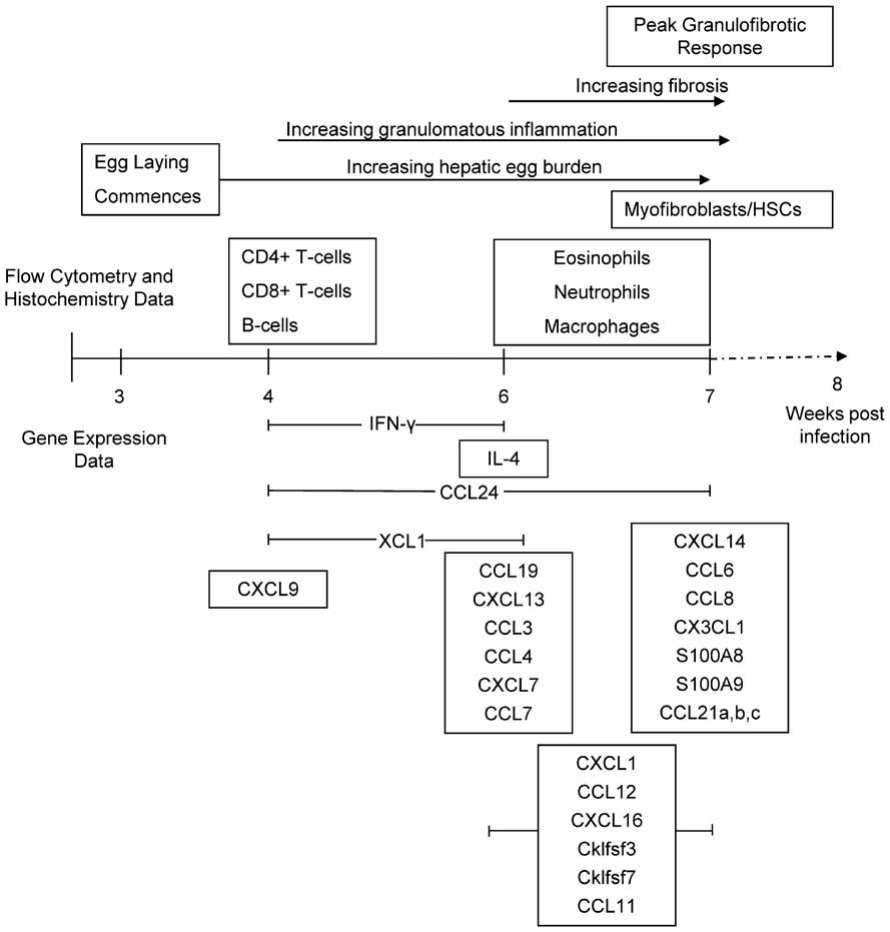
Summary of chemokines with distinct functions that exhibited peak expression during different phases of the *S. japonicum*-induced granulofibrotic response. Chemokines up-regulated earlier were predominantly T- and B-cell chemoattractants. Chemokines up-regulated in the mid-late stages of infection are associated with HSC recruitment and activation. Chemokines with peak expression late in infection were predominantly macrophage and neutrophil chemoattractants. The activity of these chemokines was reflected in the temporal recruitment of T-cells, B-cells, eosinophils, neutrophils, macrophages and myofibroblasts/HSCs to the granulomatous liver.

Up-regulated gene expression in the early phase of *S. japonicum*-induced granuloma formation (4–6 weeks p.i) was primarily associated with antigen presentation and cell recruitment. 

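At 4 weeks the class II genes H2-Eb1 and H2-DMb2, which present and load peptides for T-cells, were 12.3-fold higher (log2 change 3.62, SE 0.23, adjusted p = 9.41e-05) and 8.03-fold higher. Ciita, the master regulator of these genes, was not detected in uninfected liver and was at least 3.44-fold higher (adjusted p = 0.000206). The median log2 change of the 13 class II genes was 2.25 at 4 weeks, 2.85 at 6 weeks and 2.08 at 7 weeks, and the median step from 6 to 7 weeks was -0.77, with 1 gene lower past the threshold. With the chip as a fixed factor the median was 3.58 at 6 weeks. That gene, H2-Ab1, fell by 1.65 (SE 0.18, adjusted p = 0.00118) on its brighter probe. Among genes of cell recruitment, Vav1, a signalling factor of leukocytes, was 3.87-fold higher at 4 weeks (adjusted p = 0.000142).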

Chemokines up-regulated during this phase were predominantly T-cell and B-cell chemoattractants [25],[26],[27],[28],[29] and their activity was reflected by a concurrent increase in the expression of T- and B-cell makers and the early recruitment of CD4+ T-cells, CD8+ T-cells and B-cells into the liver, consistent with previous studies showing that these cells are required for the development of *S. japonicum* induced granulomas [30],[31]. Peak expression of the B-cell chemokine *CXCL13* correlated well with the expression of the B-cell maturation marker *CD22* but occurred after the influx of CD19+ B-cells into the liver. These results suggest that CXCL13 may not be crucial for the recruitment of B-cells to the liver but may be associated with maturation and/or retention of activated B-cells in the liver. Similar roles for CXCL9, CXCL13 and CXCL16 in T- and B-cell recruitment have been suggested in other models of liver disease including chronic Hepatitis C, Hepatocellular Carcinoma, Primary Biliary Cirrhosis and Primary Sclerosing Choliangitis [32],[33],[34]. We also observed early and sustained up-regulation of the eosinophil chemoattractant *CCL24*, which is likely contributing to the ongoing recruitment of eosinophils to the liver as illustrated histologically (Figure 2). 

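Ccl24 was 6.46-fold higher at 4 weeks, 9.97-fold higher (log2 change 3.32, SE 0.16, adjusted p = 2.51e-06) at 6 weeks and 6.31-fold higher at 7 weeks. The steps between these times, 0.63 (SE 0.16, adjusted p = 0.0296) and -0.66 (SE 0.16, adjusted p = 0.0818) on the log2 scale, were under 2-fold. Ear2, a ribonuclease of eosinophil granules, was 5.26-fold, 12.1-fold and 25.0-fold higher at the same times (adjusted p = 4.69e-07 at 7 weeks).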

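Of 8 measured eosinophil markers, 2 were higher at 4 weeks, 4 at 6 weeks and 8 at 7 weeks, with the same counts when adjusted over the list alone. Prg2, the major basic protein of eosinophil granules, was not detected in uninfected liver and was at least 21.3-fold higher at 6 weeks and at least 158-fold higher at 7 weeks (adjusted p = 3.8e-08). Each of the 8 markers rose from 6 to 7 weeks, by a median of 1.60 on the log2 scale, Epx by 1.84 (SE 0.19, adjusted p = 0.000828). The eosinophil chemokine Ccl11 rose by 2.42 (SE 0.15, adjusted p = 2.88e-05) from 4 to 6 weeks. The median log2 change of the markers at 7 weeks was 3.66, or 3.47 with undetected genes at their bound.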

The related chemokine *CCL11* was significantly up-regulated later in infection mirroring the accumulation of eosinophils in the liver and correlating well with the expression of eosinophil-associated genes. The late up-regulation of *CCL11* suggests a role in the recruitment of eosinophils during the fibrotic response, an observation consistent with the association of this chemokine with fibrosis in chronic liver disease [35].

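From 4 to 6 weeks Ccl3 rose by 2.66 (SE 0.20, adjusted p = 8.1e-05) on the log2 scale, and from 6 to 7 weeks it fell by 1.28 (SE 0.20, adjusted p = 0.0117). Ccl3 is made by macrophages and attracts further monocytes, and Il1b, another product of activated macrophages, followed the same course, 21.7-fold higher at 6 weeks (adjusted p = 9.67e-07) and 9.12-fold higher at 7 weeks.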

In accordance with its proposed role in promoting *S. mansoni*-induced granuloma formation [2], *CCL3* expression peaked during granuloma development. Further, we show a correlation between the expression of *CCL3*, several procollagen genes and the profibrotic cytokines *TGF-β1* and *PDGF- β*. This is in agreement with a recent study implicating CCL3 in the development of bleomycin-induced pulmonary fibrosis in the mouse where CCL3 was shown to regulate the recruitment of TGF-β1-producing macrophages and bone-marrow-derived fibrocytes [36]. Together, these results suggest that CCL3 may promote *S. japonicum*-induced fibrogenesis via a mechanism similar to that proposed for bleomycin-induced pulmonary fibrosis [36]. The related chemokine *CCL4* had a similar expression pattern suggesting that it may also play a role in fibrogenesis.

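Ccl4, a chemokine close to Ccl3 in sequence, rose by 2.21 (SE 0.19, adjusted p = 0.000168) from 4 to 6 weeks and fell by 1.32 (SE 0.19, adjusted p = 0.00778) from 6 to 7 weeks on its brighter probe. On its dimmer probe, which uninfected liver did not detect, Ccl4 was at least 3.56-fold higher at 6 weeks (adjusted p = 1.43e-05).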

Toll-like receptor (TLR) signalling was a prominent feature of the mid-late phase of the granulofibrotic response. 

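Cd14, which hands bacterial lipopolysaccharide to its receptor, was 2.96-fold higher at 4 weeks, 36.5-fold higher (log2 change 5.19, SE 0.16, adjusted p = 2.77e-07) at 6 weeks and 15.8-fold higher at 7 weeks. Tlr2, a receptor for microbial lipoproteins, was 6.93-fold higher (log2 change 2.79, SE 0.19, adjusted p = 1.04e-05) at 6 weeks, and Tlr7, a receptor for RNA, was 2.56-fold higher at 7 weeks (adjusted p = 0.000111, detected on 1 of 2 uninfected arrays). Tlr4 was 2.07-fold higher at 6 weeks (adjusted p = 0.00084), and its 1.84-fold difference at 7 weeks was under the threshold. At 6 weeks Tlr4 was under 2-fold without uninfected replicate 1 (log2 change 0.95), without 6-week replicate 1 (0.95) and after quantile normalization (0.96). Irak3, a brake on this signalling, rose 10.5-fold at 6 weeks. From 4 to 6 weeks 6 of 24 genes rose (median difference 0.64), and from 6 to 7 weeks 1 fell (median -0.37).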

TLR4 signalling has been shown to be critical to the development of hepatic fibrosis in several experimental models [37]. Further, signalling through TLR4 on quiescent HSCs sensitises these cells to TGF-β1 thereby inducing their activation, chemokine secretion and the chemotaxis of Kupffer cells [38]. 

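Il13, the type 2 cytokine that drives fibrosis in schistosomiasis, did not pass on the arrays at any time. Its log2 changes were 0.04, 0.00 and -0.07 at 4, 6 and 7 weeks (SE 0.20, adjusted p = 0.989 at 6 weeks). With the chip as a fixed factor the 6-week value was 0.62. The paper measured its rise of Il13 by real-time PCR, a different method. Tgfb1 rose by 1.32 (SE 0.14, adjusted p = 0.000396) from 4 to 6 weeks, and Tlr2 rose by 1.20 (SE 0.19, adjusted p = 0.00286) over the same interval. The receptor gene Tlr6 was 2.35-fold higher at 6 weeks (adjusted p = 0.000197), a time at which Tgfb1 was also highest.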

The co-incidence of peak *TLR* expression with that of the pro-fibrogenic cytokines *IL-13* and *TGF-β1* in our study implies that TLR signalling may be involved in the development of *S. japonicum*-induced fibrosis.

Expression of the chemokines *CCL21*, *CXCL1*, *CCL7* and *CCL12* showed a significant correlation with the expression of procollagen genes and resembled the recruitment of HSCs into granulomas. These chemokines have been shown to be chemoactive for HSCs or myofibroblasts and have been implicated in the pathogenesis of a variety of fibrotic diseases [39],[40],[41],[42]. 

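Ccl12 was at least 2.37-fold higher at 6 weeks on its brighter probe (measured log2 change 1.86, SE 0.13, adjusted p = 1.47e-05), and at least 2.21-fold higher at 7 weeks on its other probe. Ccl12 rose from 4 to 6 weeks by 1.30 (SE 0.13, adjusted p = 0.000338) and Ccl7 by 1.36 (SE 0.20, adjusted p = 0.002) on the log2 scale. Col1a2 rose by 1.14 (SE 0.17, adjusted p = 0.00234) in that interval, whereas Ccl21b (Ccl21a in Table 1) did not, at 0.19 (SE 0.16, adjusted p = 0.454). With 4 pools no correlation between these genes is given.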

CCL21, CCL7 and CXCL1 are also known to directly induce the activation and wound healing responses of HSCs or myofibroblasts [20],[39],[40]. As well, CCL7 was recently shown to work synergistically with TGF-β1 to induce collagen production in dermal fibroblasts [43]. Furthermore, we showed that CCL7 expression correlates with the expression of fibrosis associated genes and localises to the fibrotic zone of granulomas with a similar distribution to HSCs during *S. japonicum* infection (Figure 5e–h). The induction of *CCL7* and *CCL12* during fibrosis is consistent with the role of the related chemokine CCL2 in other liver diseases [44]. CCL2 is a chemoattractant for HSCs [44] and its expression is associated with fibrogenesis in both human cholestatic liver disease and in the bile-duct-ligated rat model of cholestatic liver injury [45]. CCL2 expression is important for the development of granulomas and fibrosis in schistosomiasis mansoni [46]. In contrast, there was no significant change in its expression during *S. japonicum* infection; instead, CCL21, CXCL1, CCL12 and particularly CCL7, may promote the initiation of *S. japonicum* induced fibrosis by recruiting fibrogenic effector cells and by directly inducing fibrogenic signalling pathways.

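The probe for Ccl2 was detected on 3 of 8 arrays and was under the filter, so no test was made. Its signal over uninfected liver was 1.31 at 4 weeks, where 1 of 2 arrays detected it, 2.32 at 6 weeks, where both did, and 1.11 at 7 weeks, where neither did. Since uninfected liver did not detect Ccl2, the chemoattractant of monocytes, these ratios of a dim probe are compressed.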

Genes with peak expression later in the granulofibrotic response (7 weeks p.i) included many genes associated with fibrosis, such as matrix metalloproteinases (MMPs) and tissue inhibitors of matrix metalloproteinases (TIMPs). 

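Matrix metalloproteinases and their inhibitors, which cut and protect collagen, were higher for 1, 8 and 10 of 17 measured genes at 4, 6 and 7 weeks, with none lower and the same counts when adjusted over the list alone. The membrane-bound collagenase Mmp14 was 3.11-fold higher (log2 change 1.64, SE 0.18, adjusted p = 0.000209) at 6 weeks. Of the 10 genes that were higher at any time, 3 were highest at 6 weeks and 7 at 7 weeks. The list's median log2 change was 0.69 at 6 weeks and 1.13 at 7 weeks, or 0.91 with undetected genes at their bound, and 3 genes rose from 6 to 7 weeks.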

MMPs and TIMPs play an important role in remodelling of fibrotic tissue and the ratio of MMP:TIMP expression may be a determining factor in the outcome and severity of schistosome induced fibrosis [47]. Up-regulation of *MMP-2*, *MMP-9*, *MMP-13*, *TIMP-1* and *TIMP-2* appears to be common to both *S. japonicum* and *S. mansoni* induced fibrosis [13],[47]. In contrast, we observed no change in the expression of *MMP-8* or *MMP-12*, although expression of these genes has been shown to correlate with peak fibrosis during *S. mansoni* infection [13],[47]. This is the first report of the up-regulation of *MMP-23* and *MMP-25* during murine schistosomiasis. These dissimilarities in MMP expression are suggestive of differences in the wound healing response during *S. mansoni* and *S. japonicum* infection, which may partly explain the differing degree of fibrosis induced by these two parasites.

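The gelatinases Mmp2 and Mmp9, which degrade denatured collagen, were 5.22-fold and 4.81-fold higher at 6 weeks and 14.6-fold and 14.1-fold higher at 7 weeks. Both rose from 6 to 7 weeks, Mmp2 by 1.48 (SE 0.16, adjusted p = 0.00123) and Mmp9 by 1.55 (SE 0.17, adjusted p = 0.00117) on the log2 scale. The collagenase Mmp13, detected on 1 of 2 uninfected arrays, was 5.01-fold higher at 4 weeks, 8.48-fold higher (log2 change 3.08, SE 0.17, adjusted p = 4.91e-06) at 6 weeks and 4.82-fold higher at 7 weeks. Another Mmp13 probe was under the filter, detected on the 2 arrays at 6 weeks alone. Its ratios to uninfected liver were 1.38, 1.68 and 1.14 at 4, 6 and 7 weeks. Timp2, an inhibitor of these enzymes, passed at 7 weeks alone (3.47-fold, adjusted p = 6.27e-05), and Timp1 rose by 4.09 (SE 0.15, adjusted p = 2.13e-06) from 4 to 6 weeks.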

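Mmp8, the neutrophil collagenase, was detected on 0 of 8 liver arrays and was not tested. Mmp12, the macrophage elastase, was not detected in uninfected liver and was at least 2.39-fold higher at 6 weeks (measured log2 change 1.49, SE 0.41, adjusted p = 0.0219). At 7 weeks Mmp12 was at least 1.88-fold higher (adjusted p = 0.0484), and its other probe was detected on 0 of 8 arrays. The call at 6 weeks ended without 6-week replicate 1 (measured log2 change 0.74) and without uninfected replicate 2 (1.38, adjusted p = 0.0893), and the value was 2.23 without 6-week replicate 2. The call at 7 weeks ended without either 7-week array (adjusted p = 0.205 and 0.1), either uninfected array (0.075 and 0.158) or either 4-week array (0.0759 and 0.0761).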

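Mmp23, a membrane-anchored protease, was 2.68-fold higher at 6 weeks and 3.63-fold higher (log2 change 1.86, SE 0.14, adjusted p = 1.89e-05) at 7 weeks. Mmp25, a protease of the leukocyte surface, was at least 1.64-fold higher at 7 weeks (measured log2 change 1.12, SE 0.16, adjusted p = 0.000599), and did not pass at 6 weeks. Mmp25 was under 2-fold without 7-week replicate 2 (log2 change 0.97) and without uninfected replicate 2 (0.94).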

Chemokines whose peak expression correlated with peak fibrosis and the expression of *COL1A1* were predominantly macrophage and neutrophil chemoattractants. 

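Col1a1, the main collagen gene of scar tissue, was 19.3-fold higher (log2 change 4.27, SE 0.16, adjusted p = 6.88e-07) at 6 weeks and 21.6-fold higher at 7 weeks. Its step from 6 to 7 weeks was 0.16 (SE 0.16, adjusted p = 0.655) on the log2 scale and did not pass. The macrophage chemokines Ccl6 and Ccl8 and the neutrophil proteins S100a8 and S100a9 had their highest pool values at 7 weeks, as did Col1a1.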

*CXCL14*, a chemokine which in humans is chemoactive for monocytes [48], showed peak expression of 10-fold at 7 weeks and therefore may also contribute to the recruitment of monocytes/macrophages to granulomas. This is the first report of the up-regulation of *CXCL14* during schistosome infection. 

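Cxcl14 was measured by 2 probes, detected on 1 and 0 of 2 uninfected arrays, which were 4.79-fold and at least 2.71-fold higher at 6 weeks. At 7 weeks they were 12.5-fold higher (log2 change 3.65, SE 0.25, adjusted p = 9.3e-06) and at least 5.92-fold higher. Neither passed at 4 weeks, with log2 changes of -0.08 and -0.13.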

Expression of macrophage chemokines corresponded with the up-regulation of macrophage genes and alternatively activated macrophage markers and coincided with the accumulation of F4/80+ macrophages in the liver. Together these results indicate these chemokines contribute to the recruitment of macrophages to the liver during *S. japonicum* infection and that these macrophages are of an alternatively activated phenotype in accord with the proposed role of these cells in regulating *S. mansoni* induced inflammation and fibrosis, and other Th2 dominant inflammatory diseases [49],[50]. 

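Monocyte and macrophage markers were higher for 11, 19 and 15 of 23 measured genes at 4, 6 and 7 weeks, with none lower (11, 20 and 15 when adjusted over the list alone). Lyz2, the lysozyme of macrophages, was 12.6-fold and 13.6-fold higher (log2 change 3.77, SE 0.17, adjusted p = 6.48e-07) at 6 and 7 weeks, and the lectin Lgals3 was 15.3-fold and 13.6-fold higher. The Ly6 family gene Ly6c1 was 7.26-fold, 23.0-fold and 44.4-fold higher. The list's median log2 change was 0.84, 2.57 and 2.10, and its median step from 6 to 7 weeks was -0.24, with 1 gene higher and 2 lower. With the chip as a fixed factor its median was 1.63 at 4 weeks. Mrc1, the mannose receptor of alternatively activated macrophages, was 3.71-fold and 3.38-fold higher at 6 and 7 weeks, and the median of that list was 1.31 and 1.04, or 1.18 and 1.04 with undetected genes at their bound.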

Up-regulation of *CCL6*, *CCL7* and *CCL8* has previously been reported for *S. mansoni* infection [10],[13],[22] and so might represent a common mechanism whereby macrophages are recruited into schistosome-induced granulomas.

The marked up-regulation of neutrophil chemokines and the number of neutrophils in the liver at 7 weeks p.i. was striking. 

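Ltf, the iron-binding lactoferrin of neutrophil granules, was not detected in uninfected liver and was at least 40.3-fold higher at 6 weeks and at least 180.2-fold higher at 7 weeks (adjusted p = 3.56e-08). The granule enzymes Mpo and Elane were at least 101-fold and at least 39.7-fold higher at 7 weeks, and Ngp, another granule protein, was at least 104-fold higher. From 6 to 7 weeks 10 of 24 neutrophil markers rose and none fell (median step 0.84), Elane by 1.09 (SE 0.15, adjusted p = 0.00486) on the log2 scale. Fpr2, a receptor by which neutrophils follow bacterial peptides, was 5.23-fold, 16.5-fold and 17.5-fold higher at 4, 6 and 7 weeks.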

Neutrophil recruitment has been associated with the development of fibrosis in a number of other chronic liver diseases [51],[52]. The precise role of these cells in the fibrotic response, however, remains ambiguous. Harty *et al* [51] reported a role for macrophage mediated neutrophil recruitment in the resolution of fibrosis in a rat model of cholestatic liver disease. In contrast, other studies, including Th1 and Th2 polarised models of *S. mansoni* infection, have reported an association between increased neutrophil accumulation and the up-regulated expression of *CXCL1* with the development of severe disease [52],[53],[54]. We localised S100A8 and neutrophils to an area adjacent to the fibrotic zone of mature granulomas (Figure 5b,c), which suggests an accessory role for these cells in *S. japonicum* induced fibrosis. Whether this role is in promoting or regulating the fibrotic response remains to be determined.

In summary, we present the most comprehensive study to date of the transcriptional profile of the schistosome infected liver in the mouse model. It shows that cellular recruitment to granulomatous tissue is tightly regulated by the temporal expression of distinct chemokine subsets and details for the first time the up-regulation of *CXCL7* and *CXCL14* during schistosome-induced granuloma formation. Additionally, further evidence is provided that there are discrete differences in the cytokine, chemokine and wound healing responses in *S. japonicum* and *S. mansoni* infections and indicates that neutrophils may play a significant role in determining the outcome of *S. japonicum* induced pathology. Furthermore, similarities between the results presented here for schistosomiasis japonica and other chronic inflammatory diseases of the liver suggest that common immunopathogenic pathways regulate the development of hepatic fibrosis in a variety of pathologies.

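Ppbp, the gene of CXCL7, which is released by platelets and attracts neutrophils, was 8.76-fold higher (log2 change 3.13, SE 0.19, adjusted p = 6.17e-06) at 6 weeks and 3.53-fold higher at 7 weeks. It rose by 2.84 (SE 0.19, adjusted p = 3.45e-05) from 4 to 6 weeks and fell by 1.31 (SE 0.19, adjusted p = 0.00588) from 6 to 7 weeks on the log2 scale. Pf4, another platelet chemokine gene, was 3.82-fold higher at 6 weeks (log2 change 1.93, SE 0.39, adjusted p = 0.00509), or 1.19 without 6-week replicate 1 and 2.68 without 6-week replicate 2. Measured platelet and megakaryocyte genes other than Ppbp and Pf4 had median log2 changes of 0.38, 1.57 and 1.17 at 4, 6 and 7 weeks. Among them Tubb1, the tubulin of platelets, was 5.58-fold higher at 6 weeks (adjusted p = 1.96e-05).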

## Supporting Information

Figure S1 Real-time PCR confirms expression profiles obtained by microarray analysis. Expression of a subset of genes analysed by real-time PCR is depicted in the line graphs and is displayed as fold change relative to uninfected liver (C) at 4, 6 and 7 weeks p.i. Colour bars are representative of corresponding microarray data where down-regulation is coloured green, up-regulated expression is coloured red and unchanged expression is coloured black. * = p≤0.05, ** = p≤0.01, ***p≤0.001 in comparison to uninfected liver.
(1.46 MB TIF)

Figure S2 Parasite burdens for microarray and flow cytometry were identical. A: Infected mice harboured a mean of 5 adult worm pairs. Eggs were first seen in the liver at four weeks p.i and hepatic egg burden increased significantly there after. B: There was no difference in the adult worm burden or hepatic egg burden in mice used in the separate time courses performed for microarray analysis (Grey) and flow cytometry (White) (t-test, p>0.05). Values represent mean values from 4 mice used for flow cytometry or for microarray analysis ±1SD *p≤0.05, **p≤0.01, ***p≤0.001, ns = not significant. Legend: M = microarray; F = flow cytometry.
(2.05 MB TIF)

Table S1 Real time PCR primers used in the study. Primers were designed using Primer3 software or sourced from the literature 1. Chiu B-C, et al. Am. J. Respir. Cell Mol. Biol. 2003;29:106–116. 2. Pelosof LC, et al. Cell Microbiol 2006;8:508–522. 3. Rodriguez A, et al. BMC Genomics 2007;8:379. 4. Sandler NG, et al. J Immunol 2003;171:3655–3667. 5. Hesse M, et al. J Immunol 2004;172:3157–3166. 6. Amante F et al Am J Pathol 2007;171:548–559.
(0.05 MB DOC)

Table S2 Temporal clustering of gene expression is associated with distinct biological functions. *Top 5 Biological functions/Disorders for each hierarchical cluster as identified by Ingenuity Pathway Analysis. P-values represent the range of p-values for lower level functions within these categories.
(0.06 MB DOC)

Table S3 *S. japonicum* infection is associated with the temporal expression of genes involved in distinct biological signalling pathways. *Top 5 Canonical Pathways for each hierarchical cluster as identified by Ingenuity Pathway Analysis. (n/a: no genes within this cluster that met the specified filtering criteria were associated with this pathway at this time point).
(0.07 MB DOC)

# Supplementary material for: Temporal Expression of Chemokines Dictates the Hepatic Inflammatory Infiltrate in a Murine Model of Schistosomiasis
**Source:** PLoS Negl Trop Dis. 2010 Feb 9;4(2):e598. doi: 10.1371/journal.pntd.0000598
**Supplement:** Table S1 — Real time PCR primers used in the study. Primers were designed using Primer3 software or sourced from the literature 1. Chiu B-C, et al. Am. J. Respir. Cell Mol. Biol. 2003;29:106–116. 2. Pelosof LC, et al. Cell Microbiol 2006;8:508–522. 3. Rodriguez A, et al. BMC Genomics 2007;8:379. 4. Sandler NG, et al. J Immunol 2003;171:3655–3667. 5. Hesse M, et al. J Immunol 2004;172:3157–3166. 6. Amante F et al Am J Pathol 2007;171:548–559. (0.05 MB DOC)

| **Gene** | **Forward Primer** | **Reverse Primer** | **Amplicon Length** | **Source*** |
| --- | --- | --- | --- | --- |
| TLR4 | 5’ ggc agc agg tgg aat tgt at | 5’ agg ccc cag agt ttt gtt ct | 198 | Primer3 |
| CXCL9 | 5’ ctg agg ctc acg tca cca atc | 5’ ggc tct agg ctg acc caa atg | 110 | 1 |
| TGFβ | 5’ tgc gct tgc aga gat taa aa | 5’ gct gaa tcg aaa gcc ctg ta | 197 | Primer3 |
| CXCL1 | 5’ gct ggg att cac ctc aag aa | 5’ tct ccg tta ctt ggg gac ac | 180 | Primer3 |
| CXCL13 | 5’ tac cca acc cac atc ctt gt | 5’ cca tct cgc aaa cct ctt gt | 190 | Primer3 |
| CCL7 | 5’ gtg tcc ctg gga agc tgt ta | 5’ aga aag aac agc ggt gag ga | 195 | Primer3 |
| TLR2 | 5’ gga act gtc gga ggt aga gtt cg | 5’ ttt cta ctt tac cca gct cgc tca | 101 | 2 |
| SELP | 5’ agc agg gac act gac aat cc | 5’ ttg ggt cat atg cag cgt ta | 200 | Primer3 |
| IL1β | 5’ gag tgt gga tcc caa gca at | 5’ acg gat tcc atg gtg aag tc | 201 | Primer3 |
| CYP2A4 | 5’ gac cga atg aag atg ccc ta | 5’ tga agt ctt tgg ggt tgg ag | 202 | Primer3 |
| LOC22359 | 5’ gga ccg aag cag tct ttg ag | 5’ ggc ttc ctg acc cag atg ta | 197 | Primer3 |
| CSAD | 5’ ctg cgt agt ctc ctg ggt tc | 5’ ccc cca atg ctg gta gta aa | 199 | Primer3 |
| HBB-1 | 5’ tga gct cca ctg tga caa gc | 5’ ttg ttc aca ggc aag agc ag | 205 | Primer3 |
| S100A8 | 5’ gga aat cac cat gcc ctc tac | 5’ gcc aca ccc act ttt atc acc | 173 | 3 |
| CAMP | 5’ gtc ttg gga acc atg cag tt | 5’ cag gtc cag gag acg gta ga | 186 | Primer3 |
| COL1A1 | 5’ aac tgg act gtc cca acc cc | 5’ tcc ctc gac tcc tac atc ttc tg | 100 | 4 |
| IL4 | 5’ acg agg tca cag gag aag gga | 5’ agc cct aca gac gag ctc act c | 101 | 5 |
| IL13 | 5’ ggc agc atg gta tgg agt gtg | 5’ tgg gtc ctg tag atg gca ttg | 101 | 5 |
| IL10 | 5’ ata act gca ccc act tcc cag tc | 5’ ccc aag taa ccc tta aag tcc tgc | 154 | 5 |
| IL5 | 5’ tga caa gca at gaga cga tga gg | 5’ acc ccc acg gac agt ttg att c | 116 | 5 |
| HPRT | 5’gtt gga tac agg cca gac ttt gtt g | 5’ gat tca act tgc gct cat ctt agg c | 163 | 6 |

# Supplementary material for: Temporal Expression of Chemokines Dictates the Hepatic Inflammatory Infiltrate in a Murine Model of Schistosomiasis
**Source:** PLoS Negl Trop Dis. 2010 Feb 9;4(2):e598. doi: 10.1371/journal.pntd.0000598
**Supplement:** Table S2 — Temporal clustering of gene expression is associated with distinct biological functions. *Top 5 Biological functions/Disorders for each hierarchical cluster as identified by Ingenuity Pathway Analysis. P-values represent the range of p-values for lower level functions within these categories. (0.06 MB DOC)

| **Cluster** | **Top Higher level Biological Functions/ Disorders*** | **P value** |
| --- | --- | --- |
| 1 | 1. Lipid Metabolism | 4.53x10-5 - 4.35x10-2 |
| 2. Small Molecule Biochemistry | 4.53x10-5 - 4.89x10-2 |
| 3. Cell Morphology | 7.53x10-5 - 4.89x10-2 |
| 4. Connective Tissue Development and Function | 7.53x10-5 - 4.35x10-2 |
| 5. Cell Signalling | 2.69x10-4 - 3.18x10-2 |
| 2 | 1. Immunological Disease | 2.16x10-20 - 9.28x10-4 |
| 2. Inflammatory Disease | 1.30x10-19- 8.94x10-4 |
| 3. Connective Tissue Disorders | 4.31x10-19 - 9.28x10-4 |
| 4. Skeletal and Muscular Disorders | 3.36x10-18 - 9.28x10-4 |
| 5. Cellular Movement | 1.68x10-16 - 8.94x10-4 |
| 3 | 1. Immunological Disease | 1.15x10-21 - 4.42x10-4 |
| 2. Cellular Movement | 2.31x10-19 - 5.67x10-4 |
| 3. Haematological System Development and Function | 2.31x10-19 - 5.67x10-4 |
| 4. Immune Response | 2.31x10-19 - 5.67x10-4 |
| 5. Immune and Lymphatic System Development and Function | 2.04x10-17 - 5.05x10-4 |
| 4 | 1. Cancer | 1.04x10-13 - 9.36x10-3 |
| 2. Cellular Movement | 2.1x10-11- 9.36x10-3 |
| 3. Cell-to-Cell Signalling and Interaction | 5.44x10-11 - 8.16x10-3 |
| 4. Reproductive System Disease | 1.84x10-9 - 8.87x10-3 |
| 5. Skeletal and Muscular Disorders | 4.34x10-9 - 8.70x10-3 |
| 5 | 1. Immunological Disease | 9.29x10-31 - 9.78x10-4 |
| 2. Connective Tissue Disorders | 1.01x10-23 - 8.92x10-4 |
| 3. Inflammatory Disease | 1.01x10-23 - 8.92x10-4 |
| 4. Skeletal and Muscular Disorders | 1.01x10-23 - 8.92x10-4 |
| 5. Cellular Growth and Proliferation | 4.37x10-21 - 9.03x10-4 |
| 6 | 1. Lipid Metabolism | 3.03x10-11 - 1.85x10-2 |
| 2. Small Molecule Biochemistry | 3.03x10-11 - 1.85x10-2 |
| 3. Metabolic Disease | 1.12x10-9 - 1.85x10-2 |
| 4. Amino Acid Metabolism | 1.01x10-7 - 1.85x10-2 |
| 5. Molecular Transport | 1.24x10-6 - 1.85x10-2 |
| 7 | 1. Post-translational Modification | 9.43x10-4 - 1.59x10-2 |
| 2. Protein Folding | 9.43x10-4 - 3.77x10-3 |
| 3. Drug Metabolism | 1.89x10-3 - 4.71x10-3 |
| 4. Gene Expression | 1.89x10-3 - 2.83x10-3 |
| 5. Amino Acid Metabolism | 2.83x10-3 - 2.15x10-2 |

# Supplementary material for: Temporal Expression of Chemokines Dictates the Hepatic Inflammatory Infiltrate in a Murine Model of Schistosomiasis
**Source:** PLoS Negl Trop Dis. 2010 Feb 9;4(2):e598. doi: 10.1371/journal.pntd.0000598
**Supplement:** Table S3 — S. japonicum infection is associated with the temporal expression of genes involved in distinct biological signalling pathways. *Top 5 Canonical Pathways for each hierarchical cluster as identified by Ingenuity Pathway Analysis. (n/a: no genes within this cluster that met the specified filtering criteria were associated with this pathway at this time point). (0.07 MB DOC)

| **Cluster** | **Top Canonical Pathways*** |  | **P-value** |  |
| --- | --- | --- | --- | --- |
| **4 wks** | **6 wks** | **7 wks** |
| 1 | 1. Clathrin-mediated Endocytosis | 7.58x10-4 | n/a | n/a |
| 2. Toll-like Receptor Signalling | 7.56x10-3 | n/a | n/a |
| 3. Nitric Oxide Signalling in the Cardiovascular System | 1.45x10-2 | n/a | n/a |
| 4. p53 Signalling | 2.04x10-2 | n/a | n/a |
| 5. Nicotinate and Nicotinamide Metabolism | 2.49x10-2 | n/a | n/a |
| 2 | 1. Leukocyte Extravasation Signalling | 2.55x10-1 | 4.22x10-6 | 4.98x10-6 |
| 2. Actin Cytoskeleton Signalling | n/a | 3.93x10-3 | 1.45x10-4 |
| 3. Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes | n/a | 6.72x10-4 | 1.96x10-4 |
| 4. Hepatic Fibrosis/ Hepatic Stellate Cell Activation | n/a | 3.23x10-3 | 2.54x10-4 |
| 5. Sonic Hedgehog Signalling | n/a | 7.8x10-4 | 1.06x10-3 |
| 3 | 1. Leukocyte Extravasation Signalling | 2.68x10-10 | 2.48x10-11 | 5.53x10-12 |
| 2. Natural Killer Cell Signalling | 2.83x10-6 | 3.02x10-6 | 1.44x10-6 |
| 3. Fc Epsilon RI Signalling | 3.84x10-6 | 3.24x10-5 | 1.69x10-5 |
| 4. Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes | 3.84x10-6 | 6.69x10-9 | 2.69x10-8 |
| 5. B-cell Receptor Signalling | 6.26x10-6 | 1.5x10-7 | 5.39x10-8 |
| 4 | 1. Hepatic Fibrosis/ Hepatic Stellate Cell Activation | n/a | 5.85x10-3 | 6.57x10-3 |
| 2. Leukocyte Extravasation Signalling | n/a | 8.4x10-2 | 3.43x10-3 |
| 3. Glutathione Metabolism | n/a | 4.57x10-3 | 3.64x10-3 |
| 4. Eicosanoid Signalling | n/a | 5.01x10-2 | 4.69x10-3 |
| 5. IL-8 Signalling | n/a | 7.29x10-2 | 1.02x10-2 |
| 5 | 1. Antigen Presentation Pathway | 3.04x10-15 | 8.32x10-15 | 1.33x10-11 |
| 2. Interferon Signalling | 1.93x10-7 | 2.85x10-8 | 2.17x10-4 |
| 3. T-cell Receptor Signalling | 8.72x10-6 | 5.85x10-3 | 6.69x10-5 |
| 4. IL-4 Signalling | 1.58x10-5 | 5.84x10-6 | 8.55x10-6 |
| 5. Hepatic Fibrosis/ Hepatic Stellate Cell Activation | 4.09x10-5 | 2.43x10-8 | 2.40x10-4 |
| 6 | 1. Fatty Acid Metabolism | 8.04x10-6 | 8.71x10-28 | 2.13x10-31 |
| 2. Metabolism of Xenobiotics by Cytochrome P450 | 7.84x10-5 | 2.71x10-23 | 6.67x10-29 |
| 3. LPS/IL-1 Mediated Inhibition of RXR Function | 6.4x10-14 | 6.12x10-23 | 1.03x10-26 |
| 4. Tryptophan Metabolism | 5.52x10-5 | 5.09x10-24 | 1.93x10-25 |
| 5. Valine, Leucine and Isoleucine Degradation | 6.16x10-3 | 3.03x10-18 | 1.15x10-19 |
| 7 | 1. Protein Ubiquitination Pathway | 5.32x10-4 | n/a | n/a |
| 2. Methionine Metabolism | 2.06x10-2 | n/a | n/a |
| 3. Interferon Signalling | 2.33x10-2 | n/a | n/a |
| 4. Role of RIG1-like Receptors in Antiviral Innate Immunity | 3.16x10-2 | 3.56x10-3 | n/a |
| 5. Activation of IRF by Cytosolic Pattern Recognition Receptors | 4.89x10-2 | 5.55x10-3 | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

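Total RNA from mouse liver was measured on single-colour Illumina mouse whole-genome bead arrays labelled with Cy3. The groups were uninfected liver and liver at 4, 6 and 7 weeks after infection with 20 S. japonicum cercariae. Each group was 1 pool of RNA, hybridised to 2 arrays. The methods give 4 RNA samples per pool but list 3 uninfected mice, so the number of mice behind the uninfected pool is unclear. A further 2 arrays carried RNA from S. japonicum eggs. The replicates are therefore technical, and the p-values describe differences between pools against the spread between hybridisations.

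The authors scanned the arrays and exported the signal intensity of each probe, the mean over its beads, with BeadStudio 3.2.7, and these intensities were deposited with no normalization and no background subtraction. The detection score of each probe was deposited as a fraction between 0 and 1, made by the authors with the same software, and it is not a p-value. The authors also deposited a value table of ratios, in which each signal had been divided by the median of its array and then by the mean of the uninfected arrays in GeneSpring GX 7.3.1. Recomputing that ratio from the intensities matched 46627 of 46632 probes of the value table within 0.05 on the log2 scale.

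The intensities of the 8 liver arrays were divided by the median of each array, floored at 0.01 and put on the log2 scale. Probes with a detection score over 0.949 on at least 4 of 8 arrays were kept, as in the paper's methods, which left 19759 of 46632 probes. Each probe was fitted with limma 3.58.1 (lmFit, then eBayes with an intensity trend) in R 4.3.3, with 4 residual degrees of freedom and 4.72 prior degrees of freedom. Change over time was tested with limma's moderated F test across the 4 pools. Each time was compared with uninfected liver, and the times with each other, by limma's moderated tests. All p-values were adjusted by the method of Benjamini and Hochberg over the probes tested. A probe was called higher or lower at an adjusted p of at most 0.05 and a change of at least 2-fold. Where no uninfected array detected a probe, the fold is given as a lower bound, its infected signal over the uninfected signal raised on each array to the lowest signal of any detected probe, and falls to undetected signal were bounded likewise.

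Gene lists for cell types and pathways were written from general knowledge, since the commercial pathway database that the authors used was not used here. A gene was represented by its brightest probe. The median log2 change of a list was placed among the medians of 10000 random lists of the same size, matched on mean signal in 10 bins, and a list stood apart under percentile 2.5 or over percentile 97.5. Lists with fewer than 5 measured genes got no percentile. Calls within a list were also counted with p adjusted over the list alone.

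Probes were named by matching the target name in the deposited signal files to the RefSeq gene table. Of 46632 probes, 25890 matched a current symbol, 8328 an older symbol and 903 a gene number, 57 were matched through the accessions of Table 1 and 6 through older symbols in the gene lists, and 11448 matched no gene. Genes are named under a rule. It covers every gene the paper names in its text, Tables 1 and 2 and Figure 3, whose values in the tables had been seen. It also covers the 10 largest rises, the 10 largest falls and the 5 largest lower bounds in each comparison with uninfected liver, the 4 called members of each described list with the largest change that were detected on both sides, and the 10 brightest probes on the egg arrays. Results for some genes that the rule covers are not reported here.

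The fit was tried on known changes planted at 7 weeks in simulated arrays, drawn from each probe's mean with independent noise. The trend with brightness and errors shared by the probes of an array are not in that simulation. Of 50 probes per size, 2-fold changes were called for 19, 3-fold for 43, 4-fold for 47 and 8-fold for 49, with 4 false calls among 19559 unplanted probes. Of 2 lists shifted by 0.8 on the log2 scale 2 stood apart, as did 2 of 87 unshifted list values.

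The alternatives were quantile normalization, normexp background correction with an offset of 16 and quantile normalization, a floor at the lowest detected signal, no detection filter, detection on all 8 arrays, limma without an intensity trend, the one-way ANOVA of the methods, the replicate number as a block, leaving out each array, the authors' value table, the probes without those detected on the egg arrays, no fold threshold, 2-fold alone with no test, the mean over all probes of a gene, ratios of arithmetic means, and a detection score over 0.99 for the egg arrays. Chosen after the data were seen were the chip as a random block, the chip as a fixed factor, which leaves 0 residual degrees of freedom and so gives estimates alone, and 2 lists of clock genes. The replicate numbers pair no samples, so the block on them is shown as an alternative only. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

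The real-time PCR, flow cytometry, histology and immunohistochemistry of the paper were not analysed here, and no correlations across the 8 arrays were computed, because they hold 4 pools. Probes of Cxcr4, H2-Q8 and Usp18 were not analysed here.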

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

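The 2 tests of the array scaling and the test of time of day were chosen only after their results were seen, as were the 2 lists of clock genes and the chip as a fixed factor. The tests of hepatocyte share and of egg RNA were written before theirs.

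Genes of liver metabolism were lower at 7 weeks, and bile acid synthesis and transport, a group the paper does not name, had a median log2 change of -1.71 with 16 of 16 genes lower. A smaller share of hepatocyte RNA in infected tissue would by itself lower all hepatocyte transcripts alike. Hepatocyte secreted proteins lay 1.31 above the cytochrome P450 and detoxification genes (95% interval over genes 0.96 to 1.84). A smaller share alone would therefore not give both medians. It could still account for the lower median if infection raised secreted protein genes, and 9 of 27 acute phase genes were higher at 7 weeks. Saturation of bright probes was not tested, and the interval does not cover differences between mice. The trend of the array scaling with brightness cannot be the only cause of the fall. After quantile normalization the median of the cytochrome P450 and detoxification genes was still -1.71 (-1.98 to -1.39). In the paper's histology of the pooled mice, granulomas took up a large part of the liver volume at 7 weeks, so a smaller share is likely. How much it adds to the fall stays open. The median of the secreted proteins themselves was -0.82, but -0.21 after quantile normalization and -0.31 with the chip as a fixed factor. A loss of metabolic transcripts within hepatocytes during infection remains a hypothesis.

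The egg arrays, which the paper does not report on, detected 3480 of 46632 probes on both, against 597 if the 2 arrays were independent. This excess does not show what gave the signal, since background of a probe can repeat between arrays. Parasite RNA that binds mouse probes was examined as a possible source of rises at 7 weeks, when eggs lie in the liver. Of the 1452 probes that were higher at 7 weeks, 105 or 7.23% (5.95% to 8.69%) were detected on both egg arrays, below the 11.8% of uncalled probes of the same brightness. For 0 of the 1452 did the egg signal above the array median, as the mean of the 2 egg arrays, exceed the rise. The median of that egg signal was 0.295% of the rise. Egg RNA therefore cannot be the source of these rises as a group, and for 74 probes the egg signal exceeded 0.1 of the rise. Signal of other parasite stages was not measured.

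Clock output genes, a group outside those the paper discusses, were lower in infected liver, with a median log2 change of -2.07 at 4 weeks and 8 of 10 genes lower. The trend of the array scaling with brightness cannot be the only cause, because the median was -1.58 after quantile normalization (95% interval over genes -2.69 to -0.89). Livers taken at different times of day could lower these genes and raise the clock genes of the opposite phase, whose median was -0.081 (-0.29 to -0.08). With 3 genes of the opposite phase measured and no time of day given in the paper, a difference in sampling time and an effect of infection cannot be told apart. The fall is therefore not assigned to infection.

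A difference between groups was tested directly between the infected times: from 4 to 6 weeks 1045 probes were higher and 201 lower, from 6 to 7 weeks 228 were higher and 104 lower, and from 4 to 7 weeks 1024 were higher and 538 lower. With 1 array left out the lower counts ranged from 126 to 316, 20 to 316 and 329 to 829, and the higher count from 4 to 6 weeks reached 1607 without 6-week replicate 2. After quantile normalization 679 were higher and 361 lower from 4 to 6 weeks. Plasma cell markers, a group the paper does not discuss, had a median log2 change of 2.55 at 7 weeks, or 2.04 with undetected genes at their bound. Cell proliferation genes had a median of 1.56 at 6 weeks, with 20 of 27 higher. Platelet and megakaryocyte markers had a median of 1.77 at 6 weeks, or 1.63 with undetected genes at their bound. Genes stimulated by type I interferon had a median of 1.22 at 4 weeks, with 9 of 16 higher.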

How the results depend on the processing

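The chip as a random block and as a fixed factor were chosen after the data were seen, and the other settings were planned. With 1 array left out, the remaining array of its pool is assumed to vary like the other groups. Because the signals keep their background, probes with little signal over background have compressed ratios, and calls among them are the most uncertain. The cause was not tested for any change below unless stated.

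Of 1521 comparisons of gene list values with the main setting, 1446 stayed on their side of the random lists, 32 no longer stood apart from them, 29 newly did and 14 stood apart and changed sign. The sign changed in 47 in all. Of 15162 comparisons of named probes, 14042 stayed, 337 no longer passed, 214 newly passed and 0 called values changed sign. The other 569, all with the chip as a fixed factor and no test, moved by more than the spread between arrays. In that setting 325 of 894 values stayed. Among all named probes, called or not, the sign changed in 209.

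Quantile normalization gave 680 higher and 418 lower probes at 4 weeks, 1588 lower at 7 weeks, and 679 higher and 361 lower from 4 to 6 weeks. It removes the trend with brightness by construction. Normexp background correction with quantile normalization gave 1334, 2476 and 2730 higher at 4, 6 and 7 weeks, 779 lower from 4 to 6 weeks, 378 higher and 207 lower from 6 to 7 weeks, and 1666 higher and 1333 lower from 4 to 7 weeks. By construction normexp widens the ratios of dim probes. Detection on all 8 arrays, which leaves out probes dark in uninfected liver, gave 921 and 843 higher at 6 and 7 weeks, 64 higher from 6 to 7 weeks and 584 higher from 4 to 7 weeks. With no fold threshold 1136 were higher and 4509 lower at 4 weeks, 3021 and 3378 at 6 weeks, and 3120 and 5541 at 7 weeks. The ANOVA of the methods, which shares no spread between probes, gave 4553 probes changed over time.

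With the replicate number as a block, 7606 probes changed over time, and 419 were higher and 1348 lower at 4 weeks, 1480 and 1294 at 6 weeks, and 1457 and 2544 at 7 weeks. The replicate numbers do not pair the samples: deviations of equal numbers correlated at -0.40, -0.631 and -0.31 between uninfected liver and 4, 6 and 7 weeks, and at 0.631, 0.194 and 0.37 among the infected times. The chip as a random block gave 14978 changed over time, 2221 lower at 4 weeks and 242 lower from 6 to 7 weeks. Its estimated correlation between arrays of the same chip was -0.843, whereas a shared chip effect would make that correlation positive. These counts therefore cannot be read as corrected for chip. The chip as a fixed factor, at 2-fold alone, gave 368 lower at 4 weeks, 2253 higher and 595 lower at 6 weeks, and 895 lower at 7 weeks. A detection score over 0.99 left 2225 probes on both egg arrays.

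Leaving out 1 array at a time gave 5048 to 10027 probes changed over time, 346 to 526 higher and 380 to 2409 lower at 4 weeks, 1378 to 1626 higher and 944 to 1950 lower at 6 weeks, and 1358 to 1476 higher and 1809 to 3250 lower at 7 weeks. From 4 to 6 weeks the ranges were 745 to 1607 higher and 126 to 316 lower, from 6 to 7 weeks 175 to 239 and 20 to 316, and from 4 to 7 weeks 865 to 1307 and 329 to 829. Lists above their random lists numbered 18 to 20, 21 to 23 and 19 to 21 at 4, 6 and 7 weeks, and lists below numbered 4 to 5, 5 and 4.

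The fibrosis and stellate cell list at 4 weeks, with a median of -0.01, was 0.30 after quantile normalization, 0.42 after normexp, 0.0212 with the raised floor, 0.0210 with no filter, 0.14 with the chip as a fixed factor, 0.0396 with the mean over probes, and -0.157 to 0.0936 with 1 array left out (without 4-week replicates 1 and 2). Sinusoidal endothelial markers at 4 weeks, with a median of -0.06, were 0.33 after quantile normalization, 0.46 after normexp, 0.23 with the chip as a fixed factor, 0.05 without uninfected replicate 2, and -0.22 to 0.17 with 1 array left out (without 4-week replicates 1 and 2). With detection on all 8 arrays, alternatively activated macrophage markers and Toll-like receptor genes at 4 weeks were at -0.0124 and -0.0128, where fewer genes were measured.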

Differences from the paper's values

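The chip as a random block and as a fixed factor were the only settings here chosen after the values were seen.

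The paper reports 4,692 genes changed over time after a one-way ANOVA with correction for multiple tests, against 8549 probes here by limma at an adjusted p of at most 0.05. Among the alternatives set before the data were examined, the ANOVA of the methods gave 4553 and came within 1.5 times of the paper's count, as did leaving out uninfected replicate 2 (5048), 7-week replicate 1 (5474) or 7-week replicate 2 (5439). The others did not: quantile normalization 9750, normexp 9756, the raised floor 8444, no filter 7786, detection on all 8 arrays 7360, no intensity trend 8466, the replicate block 7606, without uninfected replicate 1 7461, without 4-week replicate 1 10027, without 4-week replicate 2 8245, without 6-week replicate 1 8362, without 6-week replicate 2 9039, the authors' value table 9248 and without probes detected on the egg arrays 7878. The paper's filter kept 17,807 genes, against 19759 probes here at the stated thresholds.

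A ratio counted as different where it lay over 1.5 times from the paper's and over 1 SD between arrays, and 0 of the 123 measured ratios of Table 1, over 40 probes, did. The differences below are in calls and statements.

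Table 1 marks Ccl5, Cxcl2, Pf4 and the measured probe of Ccl25 as unchanged over time by ANOVA, and here limma's moderated F test over the same 4 pools gave adjusted p = 0.0157, 0.00317, 0.00387 and 0.0470. It lists Ccl9, Ccl26, 1 probe each of Cxcl11 and Cmtm4 and 2 of Cxcl12 as not detected, and these passed the filter here.

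The paper states no change for Mmp12, which was at least 2.39-fold higher at 6 weeks here (adjusted p = 0.0219), a call that ended in 2 of 8 fits without 1 array. Its peak of Il13 was measured by real-time PCR, a different method, and on the arrays the log2 change of Il13 was 0.04, 0.00 and -0.07 at 4, 6 and 7 weeks. Its discussion describes Ifng as sustained, while its results place the peak of Th1 genes, Ifng among them, at 4 to 6 weeks with a later decline. Here Ifng was called at 6 weeks alone, with log2 changes of 0.88, 1.05 and 0.14 at 4, 6 and 7 weeks. That order is the one the paper's results give for Th1 genes. After quantile normalization Ifng was called at 4 weeks (1.01) and not at 6 weeks (0.98), and after normexp it was 2.17 at 4 weeks.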

Other observations

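The clock lists and the chip as a fixed factor were chosen after their values were seen, and the other gene lists were planned. Genes stimulated by type I interferon, which restrict viruses, were higher for 9, 3 and 1 of 16 genes at 4, 6 and 7 weeks, with 1 lower at 7 weeks, and their median log2 change was 1.22, 0.65 and -0.36. The 7-week median was -0.04 after quantile normalization and 0.21 with the chip as a fixed factor, so its direction depends on the setting. Cell proliferation genes were higher for 6, 20 and 21 of 27 genes. Prc1, a spindle protein of dividing cells, was 6.97-fold higher (log2 change 2.80, SE 0.21, adjusted p = 2.36e-05) at 6 weeks, and Mki67, which marks cycling cells, was 6.32-fold higher (log2 change 2.66, SE 0.18, adjusted p = 9.28e-06) at 7 weeks. Plasma cell markers were higher for 1, 4 and 5 of 7 genes. Markers of bile duct cells were higher for 1, 1 and 2 of 10 genes, and Sox9, a transcription factor of these cells, was 5.65-fold higher (log2 change 2.50, SE 0.16, adjusted p = 9.71e-06) at 6 weeks. Erythroid markers were higher for 1, 3 and 3 of 16 genes and lower for 0, 0 and 2, and Slc4a1, the anion exchanger of red cells, was 6.11-fold higher (log2 change 2.61, SE 0.17, adjusted p = 9.28e-06) at 6 weeks.

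Sinusoidal endothelial markers were higher for 0, 3 and 2 of 14 genes and lower for 0, 0 and 1, and Cdh5, the cadherin of vessel walls, was 3.17-fold higher (log2 change 1.66, SE 0.20, adjusted p = 0.000269) at 6 weeks. Lymph node and lymphatic markers were higher for 0, 3 and 3 of 8 genes, and pancreas markers for 0 of 5 at each time with 0, 1 and 1 lower. Mast cell and basophil markers were higher for 0, 1 and 1 of 4 genes, NK and cytotoxic markers for 1 of 3 at each time, and adipose markers were lower for 2 of 3 at each time. Housekeeping proteins had 6, 0 and 3 of 42 genes lower and 0, 3 and 3 higher, and medians of -0.38, -0.04 and -0.25, against medians of -0.38, -0.25 and -0.43 for random lists of the same brightness. At 6 and 7 weeks the medians were 0.21 and 0.18 after quantile normalization, and 0.41 and 0.23 with the chip as a fixed factor, so their sign depends on the scaling. Adjusted over the list alone, all of these counts were the same.

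Among the clock output genes, Dbp, a transcription factor of the daily cycle, was 28.8-fold lower at 4 weeks, 9.63-fold at 6 weeks and 8.78-fold at 7 weeks, and Per2, a repressor in the clock, was 8.92-fold, 3.15-fold and 3.58-fold lower. The list was lower for 8, 8 and 7 of 10 genes. Arntl, Npas2 and Clock, of the opposite phase, were not called at any time.

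Among the 10 brightest probes on the egg arrays, Kcnn3 had signals of 7852 and 112 on the 2 arrays, and in liver its mean signal was 163, 2220 and 3260 at 0, 4 and 6 weeks and 7424 at 7 weeks, with 1 of 2 arrays detecting it at 0 and at 4 weeks. The 2 egg arrays correlated at 0.723 across probes, against 0.984 to 0.992 for the 2 arrays of a liver pool. Neutrophil markers had 4 of 24 genes detected on both egg arrays and matrix metalloproteinases and inhibitors 6 of 17.

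The changes at 4 and 7 weeks correlated at 0.739 across probes, where sharing the uninfected arrays alone gives 0.5 in simulation, and their covariance was 0.434 against 0.0274. The simulation holds the spread between arrays alone, so differences between the mice of the single uninfected pool, which enter both changes, are not separated from shared effects. Of the called probes, 2 were higher at 4 weeks and lower at 7 weeks.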
